# Regulation of transcription elongation in response to osmostress

**DOI:** 10.1371/journal.pgen.1007090

**Published:** 2017-11-20

**Authors:** Andrea Silva, Santiago Cavero, Victoria Begley, Carme Solé, René Böttcher, Sebastián Chávez, Francesc Posas, Eulàlia de Nadal

## Abstract

Cells trigger massive changes in gene expression upon environmental fluctuations. The Hog1 stress-activated protein kinase (SAPK) is an important regulator of the transcriptional activation program that maximizes cell fitness when yeast cells are exposed to osmostress. Besides being associated with transcription factors bound at target promoters to stimulate transcriptional initiation, activated Hog1 behaves as a transcriptional elongation factor that is selective for stress-responsive genes. Here, we provide insights into how this signaling kinase functions in transcription elongation. Hog1 phosphorylates the Spt4 elongation factor at Thr42 and Ser43 and such phosphorylations are essential for the overall transcriptional response upon osmostress. The phosphorylation of Spt4 by Hog1 regulates RNA polymerase II processivity at stress-responsive genes, which is critical for cell survival under high osmostress conditions. Thus, the direct regulation of Spt4 upon environmental insults serves to stimulate RNA Pol II elongation efficiency.

## Author summary

Cells coordinate various intracellular activities in response to sudden changes in the environment to maximize survival and cell fitness. Clear examples of this are the regulation of gene expression and cell cycle progression. Stress-Activated Protein Kinase (SAPK) signaling pathway acts as the central core for these responses. Major changes in gene expression are associated with cell exposure to environmental changes and several aspects of mRNA biogenesis appear to be targeted by SAPKs. Here, we describe a new cellular mechanism to tightly regulate the expression of the stress-dependent genes. Our data demonstrate that the SAPK signaling pathway impacts on core elements of the cellular machinery and directly targets elongating RNA Pol II by phosphorylating the Spt4 elongation factor. This novel finding changes the framework for the understanding of how cells modulate the transcriptional elongation process to increase gene expression efficiency and maximize cell fitness in response to external cues.

## Introduction

Cells sense and robustly respond to environmental fluctuations to maximize cell fitness. An increase in extracellular osmolarity provokes immediate cellular responses that are crucial for cell survival. These responses are mainly controlled by the High Osmolarity Glycerol (HOG) pathway [1,2] in which the p38-related Hog1 Stress-Activated Protein Kinase (SAPK) modulates almost any aspect of the cell physiology essential for cell survival under stress.

In response to osmostress, there is a major change in the transcriptional pattern of the cell that is crucial for long term adaptation [3,4]. The coordinated expression of such stress-responsive gene reprogramming is accomplished by the regulation of several steps in mRNA biogenesis and mRNA fate through the Hog1 SAPK (reviewed in [5,6]). This signaling kinase associates with chromatin [7,8] to specifically target RNA Pol II to stress-responsive genes in order to bypass the general down-regulation of gene expression that occurs during stress conditions [4,9]. Association of Hog1 with stress-responsive genes is strongly correlated with chromatin remodeling and increased gene expression [4,10–13]. The mechanisms by which Hog1 regulates initiation of transcription are well-described and involve direct phosphorylation of specific transcription factors [14,15] as well as recruitment of coactivators to osmo-responsive promoters [8,16,17] and chromatin modifying activities [12,18–20]. Hog1 also associates with the coding regions of osmo-dependent genes, where it acts as a transcription elongation factor specific for stress-responsive genes [21]. However, how this SAPK regulates elongation of stress-dependent genes still remains to be elucidated.

Transcription elongation by RNA Pol II is a dynamic and highly regulated step in the gene expression cycle, where elongation accessory and/or chromatin remodeling factors play an essential role (reviewed in [22,23]). The Spt5/Spt4 complex is a universally conserved RNA Pol II-associated factor with a pervasive role in transcription elongation ([24,25] and reviewed in [26]). Whereas Spt4 is a small zinc finger protein, Spt5 is a large multi-domain protein consisting of an N-terminal acidic domain, a NusG N-terminal (NGN) domain, multiple Kyprides-Ouzounis-Woese (KOW) domains and a set of short repeats at its C-terminus (CTR). Crystallographic studies have shown that Spt4 interacts intimately with the NGN domain of Spt5 in formation of the Spt4-Spt5 heterodimeric complex that serves to stimulate polymerase processivity [27–31]. Apparently, Spt4 might stabilize the elongating RNA Pol II, thereby allowing polymerase molecules to travel long distances through a gene without dissociating from the template [32]. Spt4 is also required for the transcription of GC-rich DNA sequences [33] and it has been shown to help RNA Pol II to traverse lengthy gene regions that encode polyglutamine repeats [34].

Here, we show that in response to stress the Hog1 SAPK phosphorylates Spt4 to regulate the transcriptional response. The targeting of Spt4 by Hog1 enhances RNA pol II processitivity at stress-responsive genes. Remarkably, the non-phosphorylatable mutant of Spt4 renders cells partially osmo-sensitive. Therefore, our results demonstrate that the HOG signaling pathway directly targets elongating RNA Pol II to modulate polymerase processivity in response to environmental insults.

## Results

### The Hog1 SAPK directly phosphorylates Spt4

To elucidate the role of Hog1 in transcription elongation, we tested whether Hog1 directly phosphorylates any of the RNA Pol II transcription elongation factors. We systematically purified a subset of 40 TAP-tagged proteins involved in transcriptional elongation and subjected them to an *in vitro* phosphorylation assay with active Hog1 (S1 Fig). Of these proteins, we found 3 transcriptional-related factors (Spt6, Spt5 and Spt4) that were phosphorylated by Hog1 and followed up the phosphorylation event of the elongation factor Spt4. We focused on Spt4 since it has a unique putative phosphorylation consensus site for the SAPK and it was suggested to be involved in the osmostress response [21]. To validate this result, we used GST-tagged Spt4 purified from *Escherichia coli* in an *in vitro* kinase assay with Hog1 that was activated in the presence of a constitutively active MAPKK allele (Pbs2^EE^) [15]. As shown in Fig 1A, Spt4 was phosphorylated only when it was incubated with activated Hog1, indicating that it is a direct substrate for this SAPK. We next determined the sites of Spt4 phosphorylation by Hog1. Spt4 contains the sequence Thr42-Ser43-Pro44 that coincides with the putative S/TP MAPK consensus site and combined mutations of Thr42 (and the adjacent Ser43) to Ala resulted in total loss of phosphorylation by Hog1 (Fig 1A). It is worth noting that these sites in Spt4 are extremely conserved throughout evolution, although in some cases the proline is not conserved (Fig 1A).

**Fig 1:**
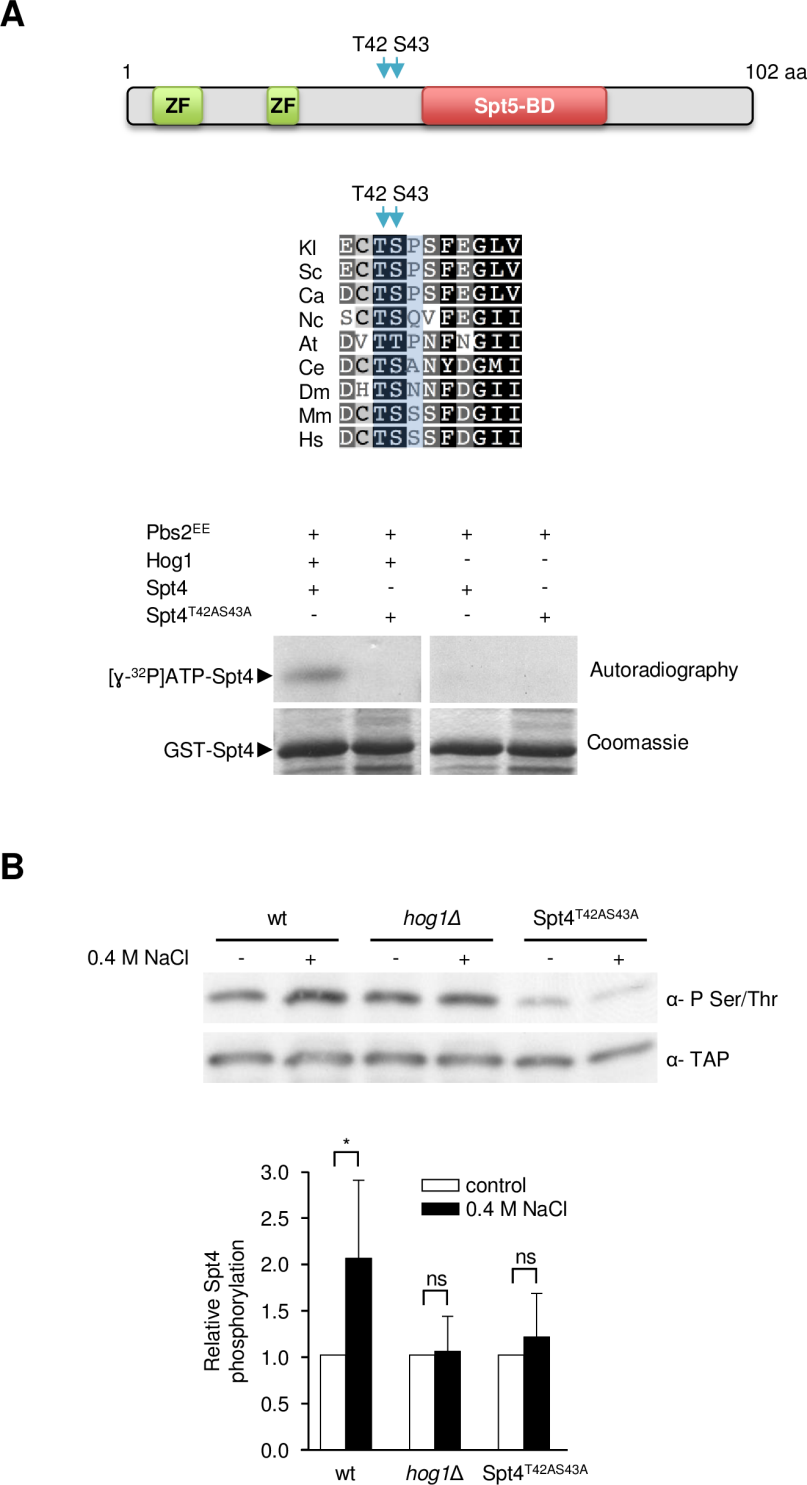
Spt4 is directly phosphorylated by Hog1. **(A)** Hog1 phosphorylates Spt4 at Thr42 and Ser43 *in vitro*. Upper panel: Schematic representation of the domain structure of Spt4 is shown. ZF, zinc finger domain; Spt5-BD, Spt5-binding domain. The arrows indicate the predicted sites of Hog1-dependent phosphorylation. Middle panel: Alignment of the relevant amino acid sequences of representative Spt4 homologs. Amino acid residues corresponding to the Hog1-dependent phosphorylation sites are highlighted in blue. Sc, *Saccharomyces cerevisiae*; Kl, *Kluyveromices lactis*; Ca, *Candida albicans*; Nc, *Neurospora crassa*; At, *Arabidopsis thaliana*; Ce, *Caenorhabditis elegans*; Dm, *Drosophila melanogaster*; Mm, *Mus musculus*; Hs, *Homo sapiens*. Lower panel: *E*. *coli* GST-purified Spt4 wild type and Spt4^T42AS43A^ mutant (harboring mutations that change Thr42 and Ser43 to Ala) versions were used in an *in vitro* Hog1 kinase assay. Proteins were resolved by SDS-PAGE and phosphorylated proteins were detected by autoradiography. The total protein level was detected by staining with Coomassie Blue. **(B)** Hog1 phosphorylates Spt4 at Thr42 and Ser43 *in vivo*. The indicated strains with TAP-tagged Spt4 were subjected or not to osmostress (0.4 M NaCl, 5 minutes). TAP-tagged Spt4 in protein extracts was then immunoprecipitated using rabbit IgG agarose and phosphorylated Spt4 was detected by immunoblotting using an anti-phospho Ser/Thr antibody (BD Transduction Laboratories). The mean ratio of phosphorylated versus total Spt4 ± SD of three different experiments, normalized to the value at t = 0, is shown. ns means p≥0.1; * means p< 0.1.

To assess Spt4 phosphorylation *in vivo*, endogenous TAP-tagged Spt4 was immunopreciptated from wild type and *hog1Δ* mutant cells that were subjected or not to osmostress, and Spt4 phosphorylation was analyzed by Western blotting using anti-pSer/Thr antibodies as described in [35]. As shown in Fig 1B, Spt4 phosphorylation increased upon stress and this phosphorylation was dependent on Hog1 since it did not increase in *hog1Δ* mutant cells. This Spt4 phosphorylation was specific to the Hog1 phosphorylation sites (Thr42 and Ser43) since it was abolished in cells carrying the TAP-tagged mutant allele Spt4^T42AS43A^ (Fig 1B). These data indicated that Spt4 is phosphorylated in response to stress by Hog1. It is worth noting that the Spt4 is already phosphorylated in the absence of stress, suggesting that other non-stress kinases might act on these sites in basal conditions. Of note, Spt4 might also be phosphorylated at other sites than Thr42 and Ser43 in basal conditions, given that there is still signal with the antibody anti-P Ser/Thr in the Spt4^T42AS43A^ mutant.

### Phosphorylation of Spt4 by the Hog1 SAPK is required for the transcriptional response upon osmostress

Cells lacking *SPT4* have reduced expression of osmostress-responsive genes [21]. To further study the functional relevance of Spt4 phosphorylation by Hog1 for the osmostress response, we followed the transcriptional response of cells expressing the non-phosphorylatable allele Spt4^T42AS43A^ upon osmostress. This mutant displayed reduced expression of representative stress-responsive genes (*STL1*, *CTT1*, *ALD3* or *GRE2*) versus wild type cells, but similar expression to that of *spt4Δ* cells (Fig 2A and 2B), indicating that phosphorylation of Spt4 on these specific residues is relevant for the regulation of osmostress-dependent gene expression. It is worth noting that osmo-responsive gene expression of the untagged and TAP-tagged Spt4 strains was similar upon osmostress (S2A and S2B Fig). Moreover, although the protein levels of the Spt4^T42AS43A^ mutant were quite similar as compared to wild type Spt4 strain, Spt4 mutant expression was only slightly reduced (20%) (S2C Fig). The defect in transcription that was triggered by the non-phosphorylatable mutant of Spt4 was specific to stress, since, in contrast to the deletion of *SPT4* (*spt4Δ*), it did not affect the expression of *GAL* genes upon galactose addition (Fig 2C and 2D). Of note, cells carrying the deletion of *SPT4* have been shown to be sensitive to 6-azauracil (6-AU), which is frequently used as a tool to study the genetics of transcript elongation [24]. In contrast to *spt4Δ* cells, cells expressing the non-phosphorylatable Spt4 mutant could grow in the presence of 6-AU to the same extent as wild type cells (Fig 2E), which indicated the functionality of the Spt4^T42AS43A^ allele. These data confirm that the phosphorylation of Spt4 by Hog1 is relevant in the control of stress-responsive genes.

**Fig 2:**
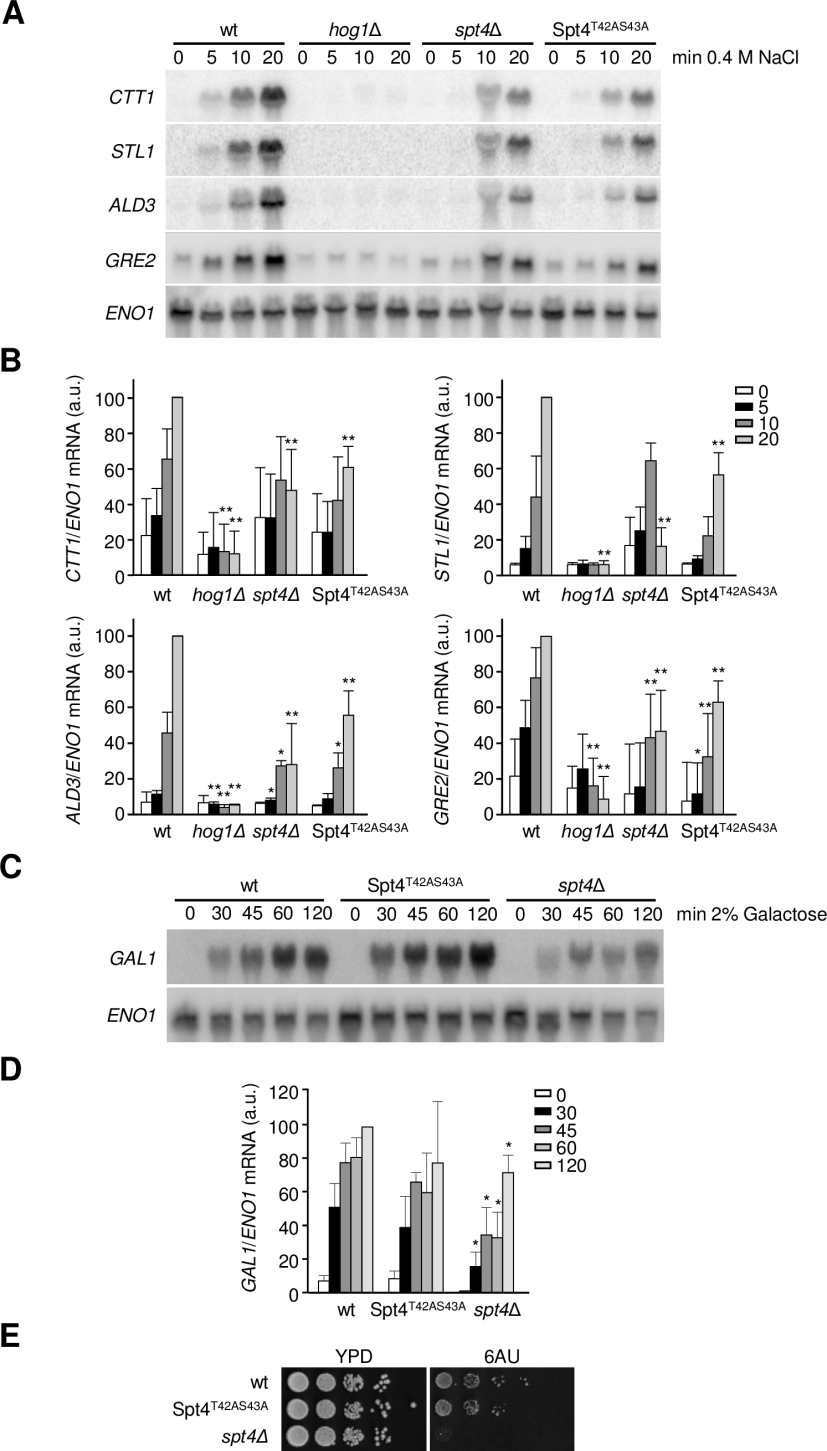
Spt4 phosphorylation sites are required for osmostress gene expression. **(A)** The indicated strains were subjected to osmostress (0.4 M NaCl) for the indicated times. Total RNA was analyzed by Northern blotting with radiolabeled probes specific for *CTT1*, *STL1*, *ALD3*, *GRE2* (osmostress genes) and *ENO1* (as a loading control) mRNA. Expression was measured relative to the loading control of each mRNA. **(B)** Quantification of relative expression levels of *CTT1*, *STL1*, *ALD3* and *GRE2*. Results are expressed as the percentage of the ratio with *ENO1* expression, normalized to the maximum level of expression in the wild type which is shown as 100%. Data of three biological replicates were used and means ± SD were calculated. t-test was calculated between each time point of the mutants and the wild type strains. Only significant differences are indicated; *, p<0.1; **, p<0.05. **(C)** The phosphorylation sites of Spt4 are not required for expression of the *GAL1* gene. Wild type and the indicated mutant strains were shifted to 2% galactose medium for the indicated times. Total RNA was analyzed by Northern blotting with radiolabeled probes specific for *GAL1* and *ENO1* (as a loading control). **(D)** Quantification of relative expression levels of *GAL1*. Results are expressed as in (B). Data of two biological replicates were used and means ± SD were calculated. t-test was calculated between each time point of the mutants and the wild type strains. Only significant differences are indicated; *, p<0.1. **(E)** The Spt4^T42AS43A^ mutant does not display a general elongation defect. Wild type (wt) and the indicated *spt4* mutant strains were grown to mid-log exponential phase and 10-fold serial dilutions were spotted on YPD and synthetic complete media containing 0.1 mg/ml 6-azauracil (6-AU). Growth at 30°C was scored after 4 days.

To further characterize the effect of the Hog1-phosphorylation sites in Spt4 on osmostress-induced gene transcription, we characterized the genome-wide gene expression in response to osmostress by performing RNA-seq in wild type and Spt4^T42AS43A^ cells. 

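RNA was sequenced from wild type and Spt4 T42AS43A (Spt4-AA) cells, both in the BY4741 background with TAP-tagged Spt4. Cells were taken without stress and after 15 min in 0.4 M NaCl, with 3 biological replicates in each of the 4 groups, which gave 12 libraries. The authors mapped the 50 bp reads to the yeast genome, counted reads on each gene and deposited these counts for 7126 genes without normalization. The paper's methods state that only uniquely mapping reads were considered, but some genes that no unique read of this length can overlap have counts. Between 12903162 and 21909524 reads per library were counted on genes. The median total was 17714044 in the wild type without stress (range 13943496 to 21909524) and 13303026 in the wild type upon osmostress (13195631 to 14700912). In the mutant it was 14259454 without stress (12903162 to 16687235) and 16880655 upon osmostress (16459098 to 17873409). No read was counted on 179 of the genes in any library.
From these counts, normalized by edgeR's TMM method, the 4 groups were compared in 1 model with edgeR's quasi-likelihood test. The test covered the 6040 genes that passed edgeR's filter on low counts, which held at least 99.98% of the counts of every library. P-values were adjusted by the Benjamini-Hochberg method, and a gene was called altered at an adjusted p under 0.05 and an estimated change of at least 2-fold. The stress response of a strain was its log2 fold change (log2FC) upon NaCl, and the difference in response was the log2FC of the Spt4 T42AS43A mutant minus that of the wild type. The median standard error over genes was 0.143 for the wild type response and 0.202 for the difference in response. The first principal component of the normalized log2 counts held 85.3% of the variance and separated stressed from unstressed libraries. No replicate pair differed by as little as the sampling noise (lowest chi-square per degree of freedom 6.31), so each library was counted as 1 replicate.
The T42A and S43A changes cannot be seen in counts per gene. *SPT4* (YGR063C, chromosome VII, 617516 to 617824) had 197, 334 and 208 counts in the 3 wild type libraries without stress and 343, 307 and 299 upon osmostress. In the mutant it had 158, 100 and 134 counts without stress and 311, 284 and 245 upon osmostress. The difference between the strains was not significant without stress (log2FC -0.61, standard error 0.19, adjusted p = 0.259 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) or upon osmostress (log2FC -0.27, standard error 0.18, adjusted p = 0.23 from the same test). Unadjusted, the p of the same test without stress was 0.00594. The unstressed libraries did not overlap, with 7.782 to 11.62 normalized CPM in the mutant and 12.73 to 17.29 in the wild type. A lower *SPT4* level in the unstressed mutant is thus not excluded. *LEU2*, *MET17* and *URA3*, which the BY4741 genotype lacks, had at most 2 counts together in 11 of the libraries and 139 in replicate 2 of the mutant upon osmostress. Replicates 1 and 2 of the mutant upon osmostress carry library numbers apart from the other 10 libraries, and the paper's text gives no batch. A batch shared by those 2 libraries could be separated from the mutant's stress response only through the third replicate of that group.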

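In the wild type, 1105 genes were higher and 1129 were lower upon osmostress, and these are called osmo-induced and osmo-repressed here. Together they were 2234 of the genes tested (36.99%). Without the 2-fold limit, 4248 genes passed the adjusted p. With each of the 12 libraries left out in turn, between 2215 and 2277 genes were altered. Of the alternatives run, DESeq2 with shrunken fold changes and a test against the 2-fold limit, chosen after seeing the data, moved the number most, to 1498. The same kind of test in edgeR gave 1744. The balance of the 2 directions depended on the scaling, with 49.46% of the altered genes higher under TMM, 65.44% under library totals alone and 26.56% when libraries were scaled to *ENO1*, the loading control of the Northern blots.
*STL1* (YDR536W, chromosome IV, 1508005 to 1509714) rose from 0.57 ± 0.07 to 2280.45 ± 209.52 normalized CPM (SD, n = 3). Its log2FC was 11.95 (standard error 0.22, adjusted p = 2.67e-15 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). By the same test, *CTT1* (YGR088W) rose with a log2FC of 8.43 (standard error 0.16, adjusted p = 8.11e-14) and *ALD3* (YMR169C) with a log2FC of 8.35 (standard error 0.13, adjusted p = 1.87e-14). *GRE2* (YOL151W) rose from 137.9 ± 4.28 to 1805.35 ± 159.4 normalized CPM (SD, n = 3), a log2FC of 3.71. *ENO1* (YGR254W) rose by a log2FC of 0.53 (standard error 0.18, adjusted p = 0.0156 from the same test), and lost significance without replicate 1 or 3 of the unstressed wild type or replicate 1 of the stressed wild type (adjusted p from 0.00139 to 0.0609 over the 12 fits, by the same test).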

Under stress conditions (0.4M NaCl, 15 min.), expression profiles of 1507 genes were found to be significantly altered by at least 2-fold (FDR< 0.05) in the wild type strain (S3 Fig). Under non-stressed conditions the wild type and Spt4^T42AS43A^ mutant displayed a very similar gene expression pattern, with only a few genes significantly altered in the mutant versus the wild type (FDR < 0.05 and at least 2-fold difference) (Fig 3A). These results indicated that, in contrast to the deletion of *SPT4* [34], the unphosphorylatable Spt4 mutant had only minor effect on the overall transcriptional pattern in basal conditions. However, upon osmostress, expression of 556 genes was significantly altered in the Spt4^T42AS43A^ mutant cells compared to wild type (FDR < 0.05 and at least 2-fold difference) (Fig 3B). 

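Without stress, 29 genes were altered in the Spt4 T42AS43A mutant versus the wild type, 11 of them higher and 18 lower. Testing against the 2-fold limit gave 9 genes. Leaving out replicate 1 of the unstressed mutant gave 19 genes, and the other fits that left out one library gave up to 32.
The lower genes with the largest change were the 4 *ASP3* copies on chromosome XII. *ASP3-1* (YLR155C, 469317 to 470405) and *ASP3-2* (YLR157C, 472969 to 474057) were each at least 1070-fold lower in the mutant, *ASP3-3* (YLR158C, 482549 to 483637) at least 1040-fold and *ASP3-4* (YLR160C, 486201 to 487289) at least 1060-fold. These are lower bounds, since each copy had at most 3 counts in every unstressed mutant library. *ASP3-1* had 242.99 ± 26.05 normalized CPM in the unstressed wild type (SD, n = 3). None of the 4 copies holds a 50-base stretch found at 1 place only in the R64 genome, so the copies share reads. *YLR161W* (488997 to 489341) was at least 3.94-fold lower, *YLR159W* (485345 to 485689) at least 2.64-fold and *YLR157W-D* (475764 to 475976) at least 2.44-fold. Leaving out one library changed some of these calls by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The call of *ASP3-1* was lost without replicate 1 or 2 of the unstressed mutant (adjusted p from 7.84e-13 to 0.0677 over 12 fits). *YLR159W* was lost in 5 of 12 fits (adjusted p from 0.0172 to 0.0881) and *YLR157W-D* in 5 of 12 (adjusted p from 0.0125 to 0.0862), among them each fit without an unstressed mutant library.
*PHO84* (YML123C, chromosome XIII) had 302.59 ± 4.64 normalized CPM in the wild type and 1.64 ± 0.16 in the mutant (SD, n = 3). Its log2FC was -7.52 (standard error 0.37, adjusted p = 1.33e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). By the same test, *SPL2* (YHR136C) was lower (log2FC -2.51, standard error 0.29, adjusted p = 0.000172) and *DAN1* (YJR150C) was higher (log2FC 2.38, standard error 0.23, adjusted p = 6.24e-05). *PAU15* (YIR041W) was at least 4.87-fold higher, against at most 3 counts in each wild type library, and lost its call without replicate 1 or 3 of the unstressed wild type (adjusted p from 0.0102 to 0.0618 over 11 fits, by the same test). *PAU21* (YOR394W), which shares all its sequence of read length with other places, was near the limit (log2FC 2.07, standard error 0.48, adjusted p = 0.0498 from the same test) and lost its call in 10 of 12 fits (adjusted p from 0.0259 to 0.252).

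**Figure D1:**
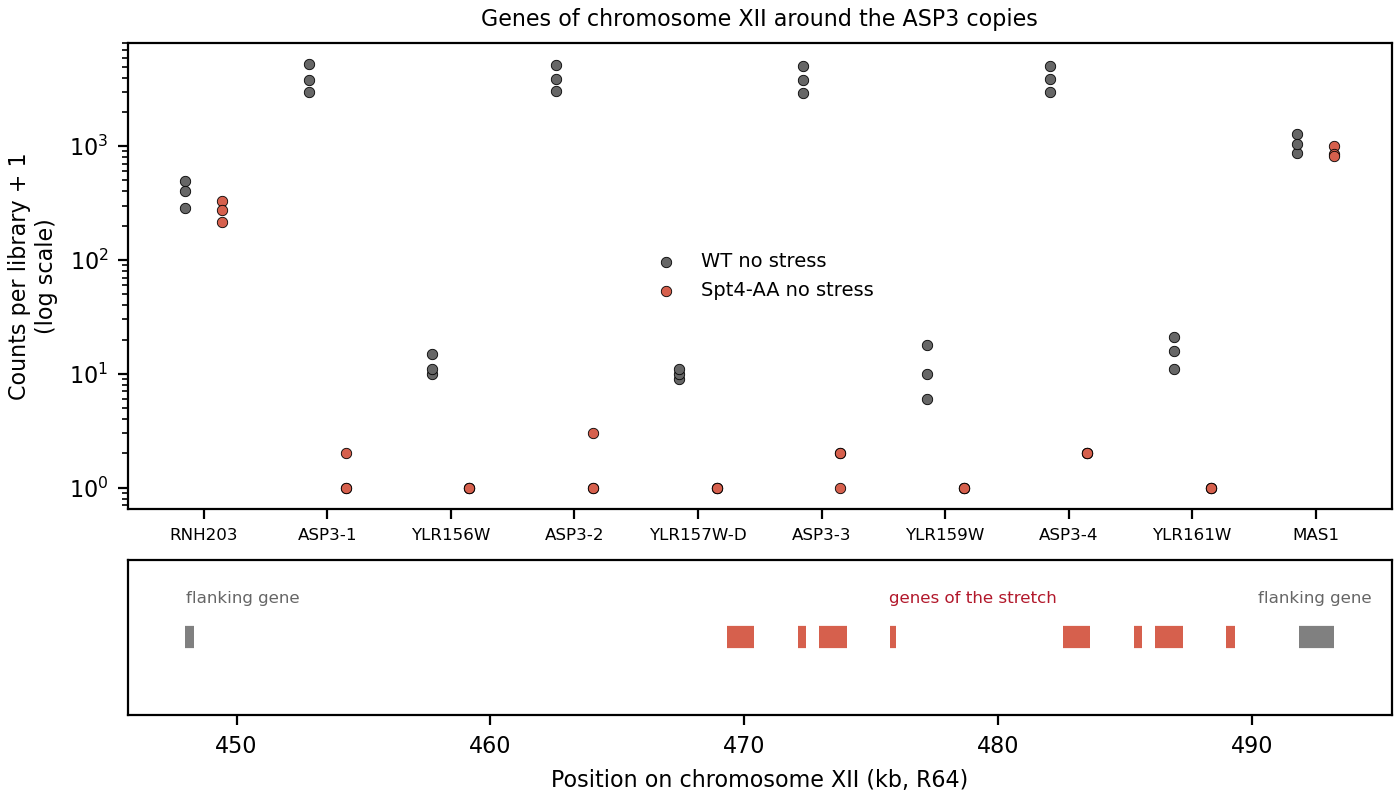
Counts per library without stress (upper panel, log scale, 1 added to each count) of 8 genes around the *ASP3* copies and of a flanking gene on each side, and their positions on chromosome XII of R64 (lower panel, kb). Each point is 1 of 3 libraries of the wild type (grey) or the Spt4-AA mutant (red), and in the 8 genes the mutant libraries lie at 3 counts or fewer while the flanking genes have similar counts in both strains.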

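Over all genes tested without stress, the median log2FC of the mutant versus the wild type was -0.004, and 50 genes passed an adjusted p under 0.05 at any fold change. At an unadjusted p under 0.05 there were 465 genes. The genes that were osmo-induced in the wild type had a median log2FC between the unstressed strains of -0.04 and the osmo-repressed genes one of 0.01.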

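Upon osmostress, 661 genes were altered in the Spt4 T42AS43A mutant versus the wild type, 468 higher and 193 lower, and 2879 genes passed the adjusted p at any fold change. Testing against the 2-fold limit gave 173 genes. Higher genes were 70.8% of the altered genes under TMM, 44.38% under library totals alone and 30.06% under *ENO1* scaling, so the direction of the larger share depended on the scaling. The fits that left out one library gave from 540 to 874 genes. They gave the most without replicate 3 of the stressed mutant, with 550 higher and 324 lower. Of the 468 higher genes, 393 were osmo-repressed in the wild type (83.97%), and of the 193 lower genes, 158 were osmo-induced (81.87%).
The genes with separated libraries that were highest in the stressed mutant relative to the stressed wild type were *DAN1*, *NOG2*, *NOG1* and *NSR1*. Each of them had a lower mean upon osmostress than without stress in both strains. For *NOG2* the unstressed means were 179.07 normalized CPM in the wild type and 172.68 in the mutant. *DAN1* (YJR150C) had a log2FC of 3.13 (standard error 0.32, adjusted p = 1.9e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *NOG2* (YNR053C) had 2.31 ± 0.35 normalized CPM in the wild type and 18.76 ± 1.08 in the mutant (SD, n = 3), *NOG1* (YPL093W) had 8.18 ± 0.67 and 63.14 ± 12.93, and *NSR1* (YGR159C) had 16.38 ± 3.57 and 120.46 ± 31.59. *YLR161W* was at least 7.44-fold lower and *YLR157W-D* at least 6.15-fold. For *ASP3-2* (log2FC -6.33, standard error 0.80) and *ASP3-3* (log2FC -6.37, standard error 0.84), the level in the mutant rested on replicate 2, with 116 and 115 counts where the other two replicates had at most 3.
Among the genes of the Northern blots, *ALD3* was lower in the mutant upon osmostress (log2FC -0.92, standard error 0.12, adjusted p = 3.59e-05 from the same test), as was *CTT1* (log2FC -0.69, standard error 0.15, adjusted p = 0.00196). *STL1* did not differ significantly (log2FC -0.11, standard error 0.10, adjusted p = 0.39 from the same test), and *GRE2* was higher (log2FC 0.48, standard error 0.12, adjusted p = 0.00524). *STL1* was significantly lower under library totals alone and under *ENO1* scaling, and *GRE2* was not significantly higher under *ENO1* scaling or with a term for library numbers. The log2FC of *ENO1* was 0.37 (standard error 0.18, adjusted p = 0.0934 from the same test). It was -0.05 with a term for the 2 mutant libraries numbered apart, and 0.55 and significant without replicate 3 of the stressed mutant (adjusted p from 0.00372 to 0.424 over the 12 fits that left out one library, by the same test). *HOG1* had a log2FC of 0.03, whose sign changed under library totals, *ENO1* scaling, the term for library numbers and 2 of the fits that left out one library. *SPT6* was lower (log2FC -0.88, standard error 0.22, adjusted p = 0.00552 from the same test). *SPT5* was lower too (log2FC -0.75, standard error 0.24, adjusted p = 0.018), but not without replicate 3 of the stressed wild type or replicate 1 or 2 of the stressed mutant (adjusted p from 0.00349 to 0.0868 over 12 fits, by the same test). *SPT6* is 4356 bp long and *SPT5* 3192 bp. Over all genes tested, longer genes had a more negative difference in response (Spearman's rho -0.336). A length bias between libraries is therefore not excluded for these 2 genes. *GAL1* did not differ significantly (log2FC -0.13, standard error 0.14, adjusted p = 0.454 from the same test). These cells grew in rich medium, without the shift to galactose of the paper's *GAL1* blots, so *GAL1* induction is not tested here.

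**Figure D2:**
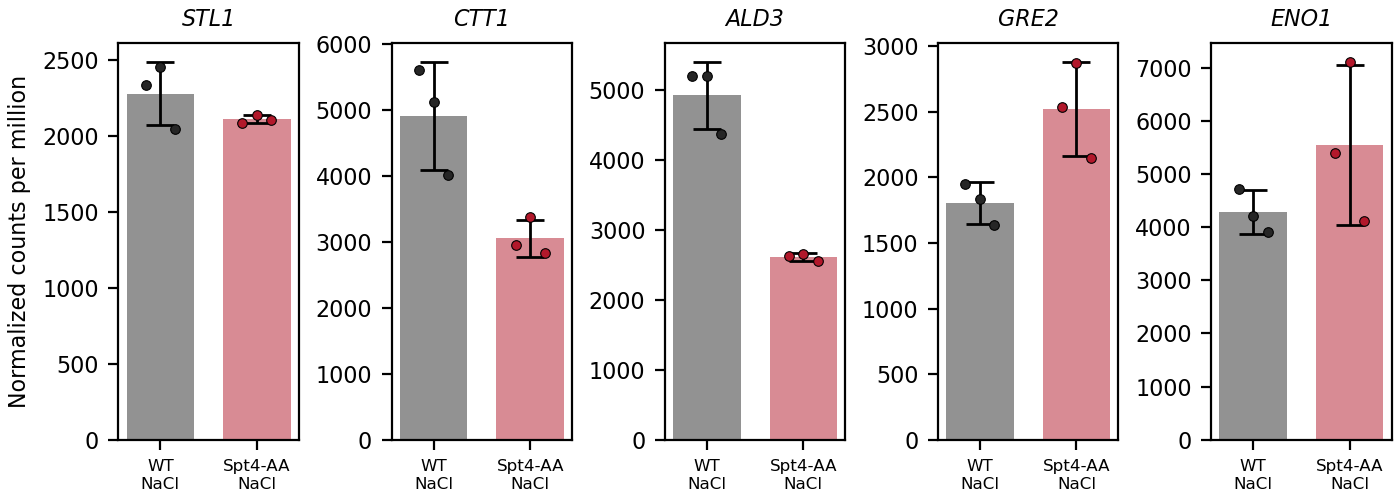
Normalized CPM of *STL1*, *CTT1*, *ALD3*, *GRE2* and *ENO1* upon osmostress in the wild type (grey) and the Spt4-AA mutant (red). Bars are means, error bars the SD and points the 3 libraries of each group; for *CTT1* and *ALD3* every mutant library lies below every wild type library, and for *GRE2* every mutant library lies above.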

When the osmostress-induced transcriptional response was further analyzed, we observed that almost 50% (335 genes) genes that are normally osmo-induced in wild type cells exhibited a significantly smaller induction in Spt4^T42AS43A^ mutant cells (Fig 3C). 

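The osmo-induced genes of the wild type were then compared by the difference in response between the strains. Of them, 405 (36.65%) had a significantly smaller induction in the Spt4 T42AS43A mutant and 11 a larger one. With one library left out, from 6 to 34 had a larger one, the most without replicate 3 of the stressed mutant. Adjusted over the osmo-induced genes alone, 440 had a smaller induction. This set was chosen on the wild type libraries that also enter the difference. In 20 simulations with the same response in both strains, no osmo-induced gene had a significantly smaller induction in any of them. The difference was negative in 915 osmo-induced genes (82.81%), whether significant or not. Scaling to *ENO1* moved the number of genes with a smaller induction most, to 158 of 657 osmo-induced genes, and choosing the induced genes by the response of the mutant gave 232. Over all genes tested, 1568 had a significant difference in response, and 2394 when replicate 3 of the mutant upon osmostress was left out. The mutant itself altered 951 genes upward and 897 downward upon osmostress. Higher genes were 51.46% of these under TMM, 60.32% under library totals alone and 13.57% under *ENO1* scaling. The largest rises in the mutant were those of *HSP12* (log2FC 11.38), *STL1* (10.93), *DDR2* (10.21) and *RTC3* (10.09). Its largest falls were those of *DHR2* (log2FC -5.32), *MRD1* (-5.22), *AAH1* (-5.14) and *HCA4* (-5.07).
The most negative differences in response among significant osmo-induced genes were those of *YCL048W-A*, *HHY1* (-2.60), *PAU15* and *BAG7*. *BAG7* (YOR134W) rose from 0.41 ± 0.09 to 20.1 ± 1.99 normalized CPM in the wild type and from 0.47 ± 0.27 to 4.17 ± 0.08 in the mutant (SD, n = 3). Its difference was -2.41 (standard error 0.45, adjusted p = 0.00198 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *YCL048W-A* and *PAU15* had at most 3 counts in each unstressed wild type library, so no fold is given for them. *PAU15* lost significance without replicate 1 of the stressed wild type (adjusted p from 0.0133 to 0.0574 over 11 fits by the same test) and *HHY1* without replicate 3 of the unstressed mutant (0.0132 to 0.0775 over 12 fits). The most positive differences were those of *HSP12* (1.81, standard error 0.34), *HOR7* (1.64), *NFG1* (1.49) and *GPP2* (0.85). That of *HSP12* rested on the unstressed level, 6.25 normalized CPM in the wild type and 1.59 in the mutant. Upon osmostress *HSP12* had 4751.95 in the wild type and 4299.33 in the mutant. *HOR7*, *NFG1* and *GPP2* had higher means in the stressed mutant. The unstressed level entered the differences of *HOR7* and *GPP2* as well. It was 50.97 and 46.4 normalized CPM in the wild type and 23.25 and 30.39 in the mutant. For *HOR7*, replicate 3 of the stressed mutant (751.6) did not lie above the stressed wild type libraries (752.4 to 878.6). The difference of *PAU15* rested on the unstressed level too, with 0.37 normalized CPM in the stressed wild type and 0.49 in the stressed mutant.
The induction of *ALD3* was smaller in the mutant by a difference of -0.88 (standard error 0.18, adjusted p = 0.0028 from the same test) and that of *CTT1* by -0.85 (standard error 0.22, adjusted p = 0.0128). For *STL1* the difference was -1.01 (standard error 0.29, adjusted p = 0.0185 from the same test), and it rested on the unstressed level, with 8, 12 and 8 counts in the wild type and 16, 14 and 13 in the mutant. It lost significance without replicate 3 of the unstressed wild type (adjusted p from 0.0147 to 0.0671 over 12 fits, by the same test). The difference for *GRE2* was 0.29 (standard error 0.17, adjusted p = 0.22 from the same test), and -0.04 under *ENO1* scaling. Without replicate 3 of the stressed mutant it was 0.40 and significant (adjusted p from 0.034 to 0.405 over 12 fits, by the same test).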

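Genes whose log2FC upon osmostress in the wild type was significantly below 0.5 in size were found by a pair of one-sided tests with edgeR, 1 against each limit, taking the larger p. At an adjusted p under 0.05, 327 genes met this, and 1112 met it at an unadjusted p under 0.05. The difference in response of the 327 genes had a median of -0.04 (quartiles -0.18 and 0.16). In 15 of them the difference was significantly negative and in 24 significantly positive. The size of the set depended on single libraries. It fell to 0 without any one of the 3 unstressed wild type libraries or of replicates 1 and 2 of the stressed wild type, where between 905 and 968 genes met the limit at an unadjusted p under 0.05. Without replicate 3 of the mutant upon osmostress it was 591, without replicate 3 of the stressed wild type 126 and without replicate 3 of the unstressed mutant 188.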

Notably, osmo-unchanged genes (defined by log2 fold change significantly smaller than 0.5, FDR < 0.05) did not show a comparable systematic difference between wild type and Spt4^T42AS43A^ strains. These results led us to conclude that phosphorylation of Spt4 is required for proper activation of genes responsive to osmostress.

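The difference in response of the osmo-induced genes had a median of -0.44 on the log2 scale (quartiles -0.76 and -0.13), with a median response of 1.76 in the wild type and 1.41 in the mutant. Taken replicate by replicate, by number, the median difference was -0.49, -0.45 and -0.38. In the osmo-unchanged genes these medians were -0.06, 0.03 and -0.02. Across genes, the medians of the 2 sets differed by -0.41 (two-sided permutation test, 100000 resamples, p = 1e-05, the smallest p these permutations can give; rank-sum test across the same genes, p = 5.45e-58). Genes of one library are not independent replicates, and both p-values describe these libraries. Scaling to *ENO1* moved the median of the osmo-induced genes most, to -0.83, while the median of all genes moved to -0.31, which leaves -0.52 relative to all genes.
By group, the osmo-induced genes had a median level of 1.73 ± 0.02 (SD, n = 3) in the stressed wild type and 1.34 ± 0.01 in the stressed mutant, on a log2 scale relative to the unstressed wild type. Every stressed mutant library lay below every stressed wild type library. From the smaller induction of the osmo-induced genes, which the osmo-unchanged genes did not share, the paper concludes that phosphorylation of Spt4 is needed for the proper activation of genes responsive to osmostress.

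**Figure D3:**
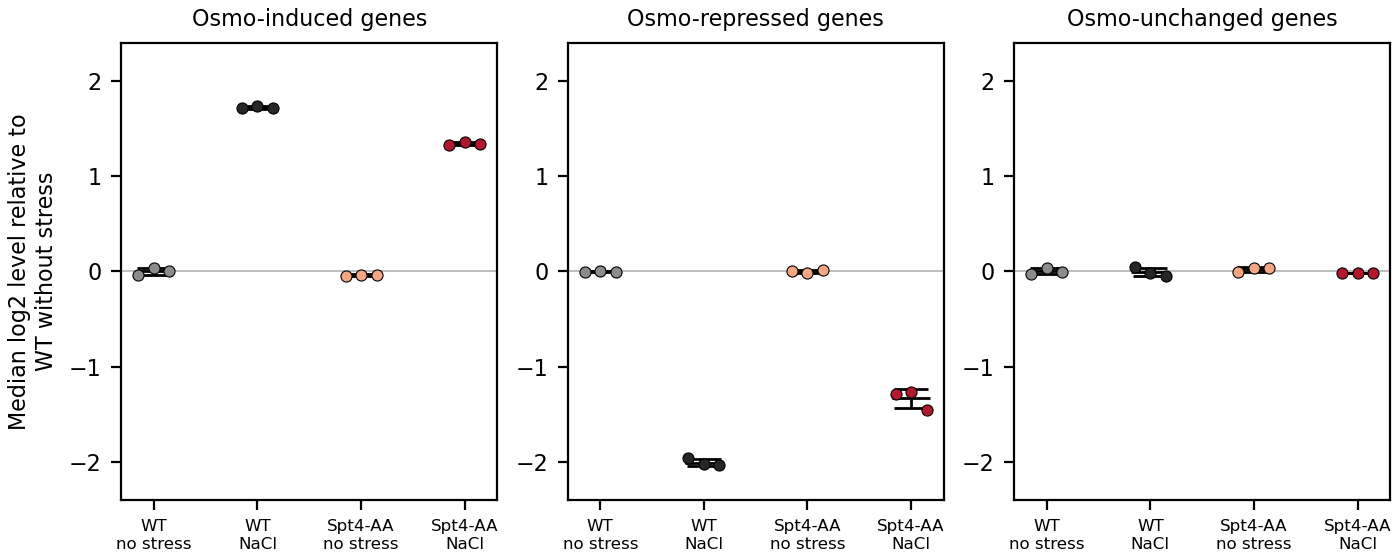
Median log2 level, relative to the wild type (WT) without stress, of the osmo-induced, osmo-repressed and osmo-unchanged genes in each library. Points are the 3 libraries of each group, and bars the mean and SD over them. The stressed Spt4-AA libraries lie between the unstressed and the stressed wild type libraries in the first and second panels, and within 0.05 of 0 in the third.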

**Fig 3:**
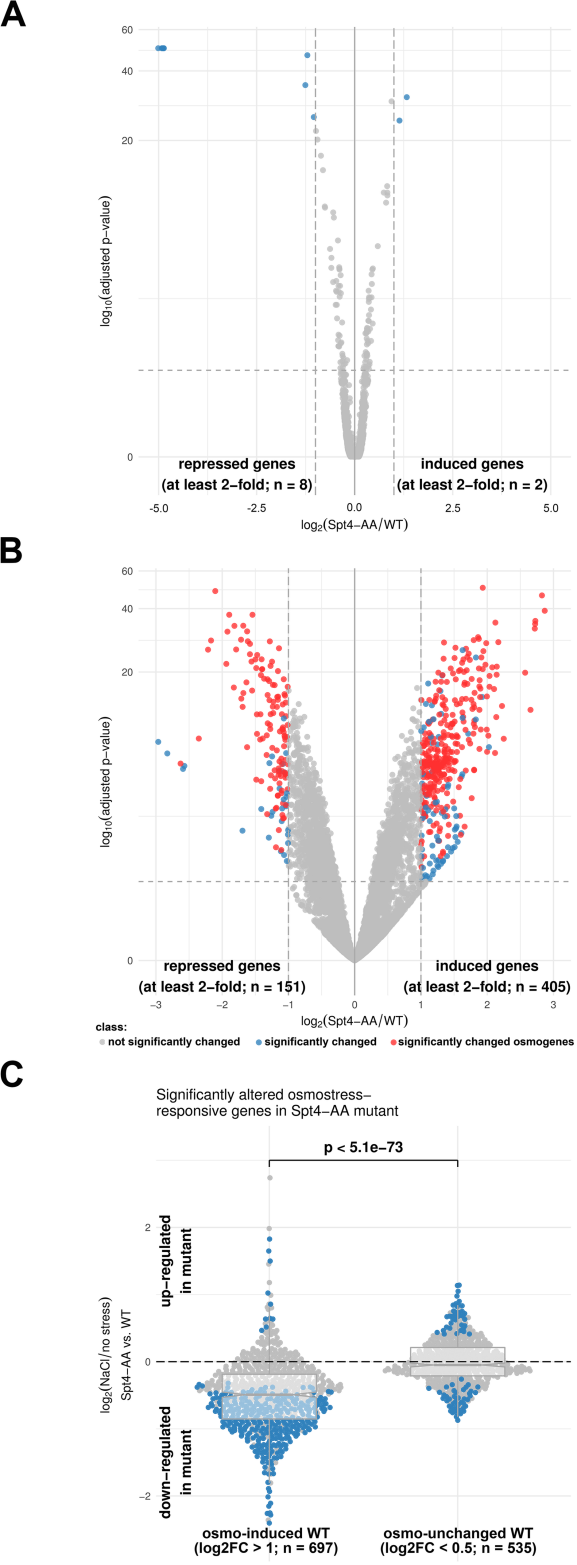
The Spt4^T42AS43A^ mutant is deficient in the induction of stress-responsive genes. **(A)** Volcano plot showing significantly altered gene expression of Spt4^T42AS43A^ (Spt4-AA) mutant versus wild type (WT) strains in non-stressed conditions. n indicated the number of genes significantly altered in the Spt4^T42AS43A^ mutant compared to wild type. **(B)** Volcano plot showing significantly altered gene expression of Spt4^T42AS43A^ (Spt4-AA) mutant versus wild type (WT) strains upon stress (0.4 M NaCl, 15 min). n indicated the number of genes significantly altered in the Spt4^T42AS43A^ mutant compared to wild type. Known osmo-responsive genes are shown in red dots. **(C)** Differences in the transcriptional stress-activated and stress-unchanged response of wt and Spt4^T42AS43A^ mutant cells. Horizontal lines in the boxplots indicate the median, dashed grey lines indicate a relative absolute fold change of 1. The indicated p-value is based on a Wilcoxon-test. Blue dots mark genes with significantly altered expression (A and B: |log2FC| > 2, FDR < 0.05, C: FDR < 0.05).

### Phosphorylation of Spt4 by the Hog1 SAPK is required for stress-induced transcription elongation

We then assessed the association of RNA Pol II (Rpb1) with representative stress-responsive genes in wild type and Spt4^T42AS43A^ cells using ChIP analysis (Fig 4A). As expected, RNA Pol II was recruited to the promoters and ORFs of *STL1* and *CTT1* only in response to osmostress. Cells carrying the Spt4^T42AS43A^ mutation showed reduced binding of RNA Pol II to *STL1* and *CTT1* in response to stress compared to wild type, and the effects were particularly striking for the coding regions of those genes. These results are consistent with the fact that *CTT1* and *STL1* gene expression is reduced in response to stress in the non-phosphorylatable mutant (Fig 2A). Of note, ChIP assays using a specific antibody that recognizes RNA Pol II Ser2-CTD showed that association of RNA Pol II phosphorylated at Ser2 with the stress-dependent *CTT1* coding region was reduced in cells carrying the Spt4^T42AS43A^ mutation compared to wild type (Fig 4B).

**Fig 4:**
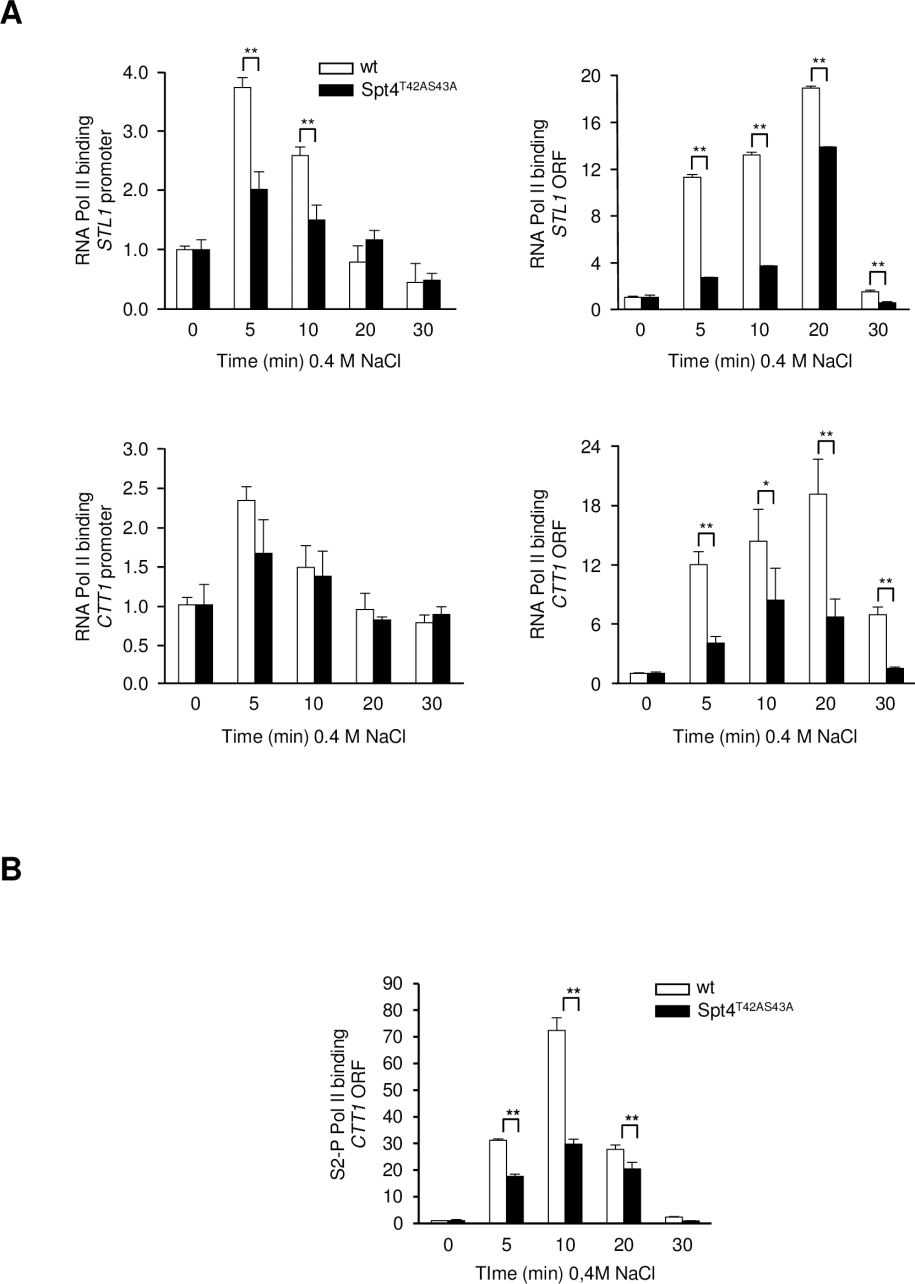
Binding of RNA Pol II to osmo-responsive genes is impaired in the Spt4^T42AS43A^ mutant. **(A)** Association of RNA Pol II at stress-dependent loci was monitored by ChIP in wild type (wt; white bars) and Spt4^T42AS43A^ (black bars) strains upon osmostress (0.4 M NaCl at the indicated times). Chromatin-bound RNA Pol II was immunoprecipitated using the monoclonal anti-Rpb1 antibody (8WG16, Covance). The precipitate was analyzed by real-time PCR using primers specific for the *CTT1* or the *STL1* promoter (left panel) and ORF (right panel) regions. **(B)** Association of Ser2-P RNA Pol II at stress-dependent *CTT1* locus was monitored by ChIP as in A, using rabbit anti-phospho RNA Polymerase II (S2) antibody (Bethyl Laboratories). Data are the means ± SD of three technical replicates from a representative experiment and were normalized to a telomeric region used as an internal control. t-test was calculated between each time point of the mutants and the wild type strains. Only significant differences are indicated; *, p<0.1; **, p<0.05.

The complex of Spt5-Spt4 is required for efficient transcription elongation by RNA Pol II [24,25]. The sites in Spt4 that are phosphorylated by Hog1 are located close to the Spt5-binding domain (Spt5 NGN) and, when modeled, they appear to be accessible. Thus, it is formally possible that the phosphorylation of Spt4 resulted in a change in the affinity of the binding of Spt4 with Spt5, or with the indirect binding of Spt4 with RNA Pol II to stimulate transcription processivity. This possibility was addressed by testing whether Spt4 wild type or the non-phosphorylatable mutant were differently immunoprecipitated with Spt5 (Fig 5A) or RNA Pol II (Fig 5B) in response to osmostress. Yeast cells expressing TAP-tagged Spt4 or Spt4^T42AS43A^ and Myc-tagged Spt5, each expressed from their genomic locus, were subjected to osmostress and Spt4 was immunoprecipitated using specific antibodies against TAP. As shown in Fig 5A and 5B, Spt4 wild type and its non-phosphorylatable version coprecipitated Spt5 and RNA Pol II upon stress to the same extent, indicating that Spt4-Spt5 and Spt4-RNA Pol II interactions are not affected by Hog1-phosphorylation of Spt4. Next, we assessed Spt4 and Spt5 binding to osmo-responsive genes in wild type and Spt4^T42AS43A^ cells by ChIP assays. As expected, Spt4 and Spt5 were recruited to the coding regions of *STL1* and *CTT1* only in response to osmostress. Association of Spt4 and Spt5 to osmo-responsive coding regions was impaired in the non-phosphorylatable Spt4 mutant when compared to wild type (Fig 5C). In addition, we followed in the same cultures the association of RNA Pol II and found that it was reduced similarly (Fig 5C). Therefore, it is conceivable that the association of Spt4 and Spt5 to chromatin is reduced in the non-phosphorylatable Spt4 mutant due to a decrease in RNA Pol II association.

**Fig 5:**
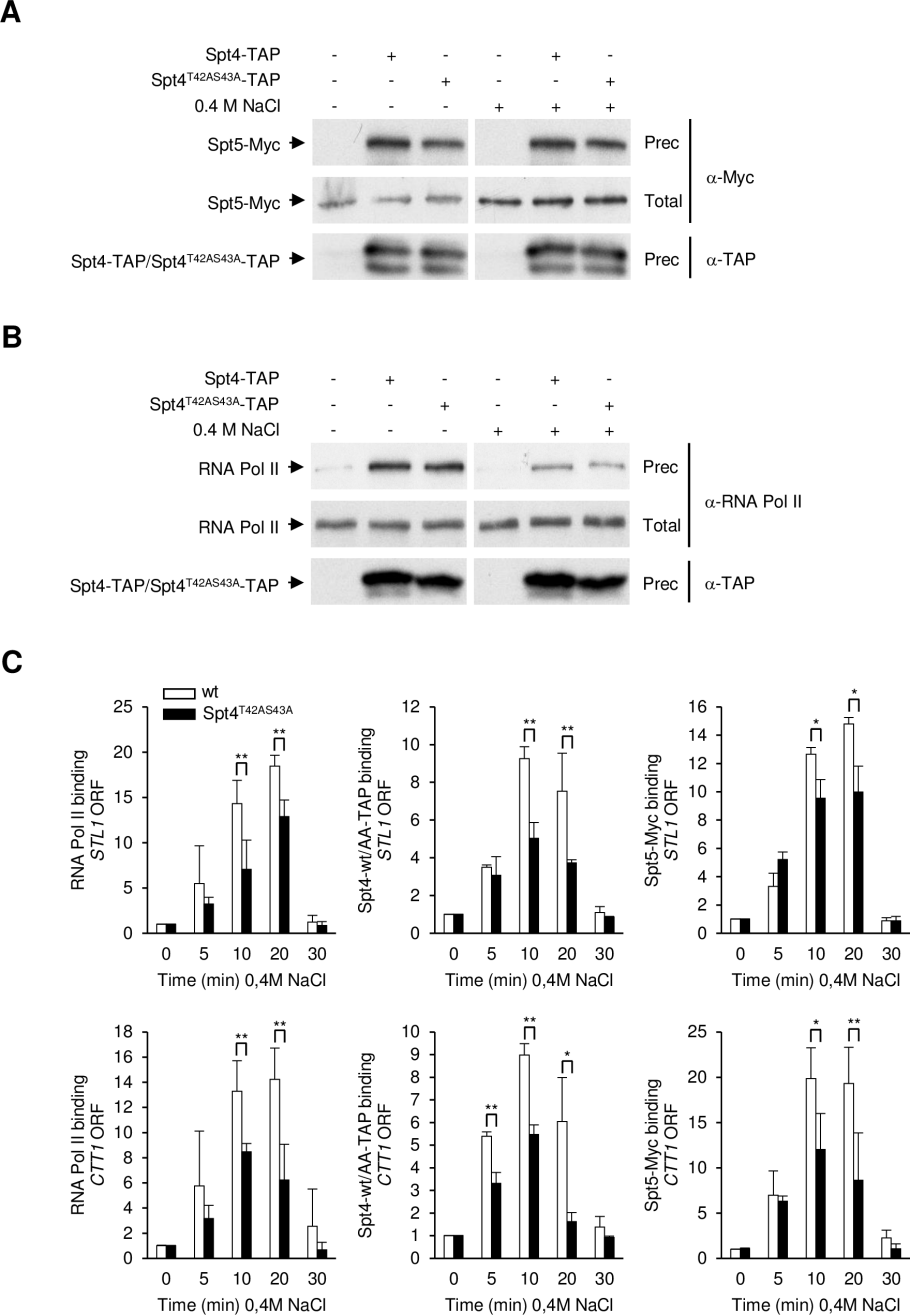
**(A, B)** *In vivo* binding of Spt4 with Spt5 and RNA Pol II. Spt4-TAP, Spt4^T42AS43A^-TAP and Spt5-Myc were expressed from the endogenous locus. Samples were taken before (-) or 10 min after (+) the addition of 0.4 M NaCl. Spt4-TAP was immunoprecipitated with antibodies against TAP. (A) Spt4-/Spt4^T42AS43A^-TAP (bottom) and Spt5-Myc (top) proteins were detected by Western blotting with anti-TAP and anti-Myc antibodies, respectively. Total, 2.5% of total input protein (middle); Prec, precipitated proteins. (B) Spt4-/Spt4^T42AS43A^-TAP (bottom) and RNA Pol II (top) proteins were detected by Western blotting with anti-TAP and anti-Rpb1 antibodies, respectively. Total, 2.5% of total input protein (middle); Prec, precipitated proteins. **(C)** Binding of Spt4 and Spt5 to osmo-responsive genes is impaired in the Spt4^T42AS43A^ mutant. Association of RNA Pol II (left panels), Spt4-TAP (middle panels) and Spt5-Myc (right panels) at stress-dependent loci was monitored by ChIP in Spt5-Myc Spt4-TAP tagged (wt; white bars) or Spt5-Myc Spt4^T42AS43A^-TAP tagged (black bars) strains upon osmostress (0.4 M NaCl at the indicated times). The precipitate was analyzed by real-time PCR using primers specific for the *STL1* (upper panels) or the *CTT1* (lower panels) ORF regions. Data are the means ± SD of three experimental replicates and were normalized to a telomeric region used as an internal control. t-test was calculated between each time point of the mutant strains and the wt strain. Only significant differences are indicated; *, p<0.1; **, p<0.05.

To analyze the role of Spt4 phosphorylation by Hog1 within the RNA Pol II elongation complex, we uncoupled the processes of transcription initiation and elongation in response to osmostress by driving the expression of an osmo-inducible gene with the LexA-VP16 activator. By this approach, the stress-dependent transcript levels can be attributed exclusively to an effect on elongation and not to changes in transcriptional initiation [21]. Specifically, we measured RNA levels of the *CTT1* osmo-responsive gene when their expression was driven by the stress-independent LexA promoter and the LexA-VP16 activator (Fig 6A). In this system, in which initiation of transcription is independent from stress and Hog1, but the osmo-inducible coding region is regulated by stress in a Hog1-dependent manner, the amount of *CTT1* mRNA still increases in response to stress. This induction is impaired in the Spt4^T42AS43A^ mutant, suggesting that these phosphorylation events are required for a proper RNA levels upon osmostress.

**Fig 6:**
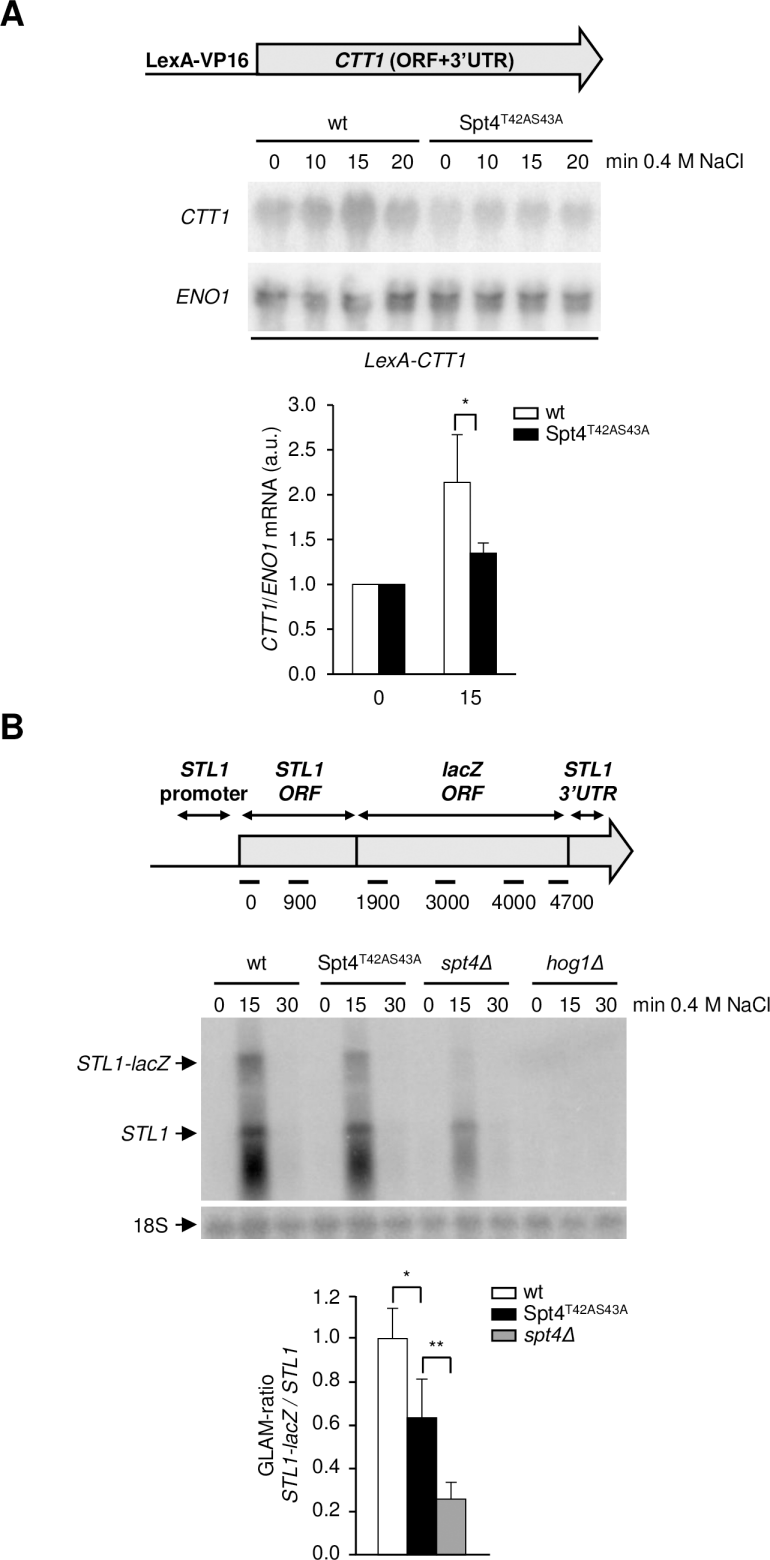
Hog1-dependent Spt4 phosphorylation is required for stress-dependent RNA levels. **(A)** The Spt4^T42AS43A^ mutant showed a decrease in *CTT1* mRNA expression versus wild type (wt) when induced by the LexA-Vp16 activator. The indicated strains lacking endogenous *CTT1* were transformed with a vector carrying *CTT1* under the control of the LexA promoter and with a plasmid containing the LexA binding domain fused to the VP16 transcriptional activator. Cells were subjected to osmostress (0.4 M NaCl) for the indicated times and total RNA was extracted and analyzed by Northern blotting as in Fig 2A. Lower panel: Quantification of relative expression levels of *CTT1*. *ENO1* was used as a loading control. Fold induction is expressed as the ratio with *ENO1* expression, normalized to non-stress condition. Data of three biological replicates were used and means ± SD were calculated. t-test was calculated between each time point of the mutant strains and the wt strain. *, p<0.1. **(B)** Upper panel: Schematic diagram of an osmostress-dependent long transcription unit with the distribution of the amplicons and probes utilized to measure RNA Pol II occupancy along *STL1*-*lacZ*. *STL1* promoter: 810 bp; *STL1* ORF: 1710 bp; *lacZ* ORF: 3100 bp; *STL1* 3’UTR: 436 bp. Middle panel: The Spt4^T42AS43A^ mutant exhibited lower ability to express a long mRNA versus other strains. The indicated strains were transformed with *STL1*-*lacZ* and expression of both the long *STL1*-*lacZ* and the short endogenous *STL1* transcription units upon stress (0.4 M NaCl, at the indicated times) was assessed by Northern blotting with a radiolabeled probe specific for *STL1*. A representative of three Northern experiments is shown. Lower panel: The quantification of expression in three biological replicates is shown. GLAM ratios were calculated by dividing the amount of *STL1*-*lacZ* mRNA by the amount of endogenous *STL1* mRNAs after 15 minutes of osmostress. Values correspond to the mean and the standard deviation of three biological replicates normalized to the wild type. *p<0.05, **p<0.005 using Student’s t-test.

### Spt4 phosphorylation by the Hog1 SAPK regulates RNA Pol II processivity in stress-responsive genes

Mutants with impaired transcription elongation display lower efficiency in the gene expression of long compared to short transcription units [36]. Gene Length Accumulation of mRNA (GLAM)-ratios was previously used as an indirect estimation of RNA Pol II elongation. For instance, the *spt4Δ* mutant shows low GLAM-ratios [37]. To gain insight into the putative defects in stress-dependent transcription elongation of the non-phosphorylatable Spt4 mutant, we engineered an osmostress-inducible long transcription unit by fusing the *STL1* gene (1710 bp) with *lacZ* (4810 bp) (Fig 6B). This unit was expressed in wild type, Spt4^T42AS43A^ or *spt4* mutant strains and the GLAM ratios were determined by dividing *STL1* expression of the long *STL1*-*lacZ* transcription unit versus the short endogenous *STL1* transcription unit upon osmostress (Fig 6B). *spt4* deleted cells showed GLAM values below 0.5 in response to stress as expected from a mutant with defects in RNA Pol II elongation. Notably, the levels of the full-length mRNAs transcribed from *STL1*-*lacZ* upon stress were significantly reduced in Spt4^T42AS43A^ as compared to the short mRNA from *STL1*, suggesting that phosphorylation of Spt4 by Hog1 upon stress influences gene expression in a gene length-dependent way and is therefore important for transcription elongation.

We then aimed to assess whether Spt4 phosphorylation by Hog1 changed the distribution of RNA Pol II along the transcribed *STL1*-*lacZ* in response to stress. For this purpose, the profile of RNA Pol II occupancy along *STL1*-*lacZ* was analyzed using anti-Rpb3 ChIP in wild type, Spt4^T42AS43A^ and *spt4* mutant strains (Fig 7A and S4 Fig). In all three tested strains RNA Pol II associated with the 0 amplicon (starting of the transcript region) upon osmostress and this association reached a maximum at 7.5 minutes after induction. From this time-point onwards, the recruitment of polymerase decreased until it approximated background levels after 15 minutes. RNA Pol II occupancy along the other amplicons along *STL1*-*lacZ* increased proportionally over time in wild type cells, following the propagation of the transcriptional wave. *spt4*Δ showed significant lower levels of RNA Pol II binding along the transcription unit (except for amplicon 0) compared to wild type, as expected from a mutant that affects RNA Pol II processivity [32]. Similarly, Spt4^T42AS43A^ also displayed reduced levels of RNA Pol II binding along *STL1*-*lacZ* compared to wild type (reduction of ~50% from amplicon 900 to the end of the transcript). We then assessed the RNA Pol II processivity of the two mutants relative to wild type. In the Spt4^T42AS43A^ mutant, a defect in processivity was detected at the 5’ end of the gene body, whereas in *spt4Δ* a progressive RNA Pol II drop-off was observed throughout the whole transcription unit (Fig 7B).

**Fig 7:**
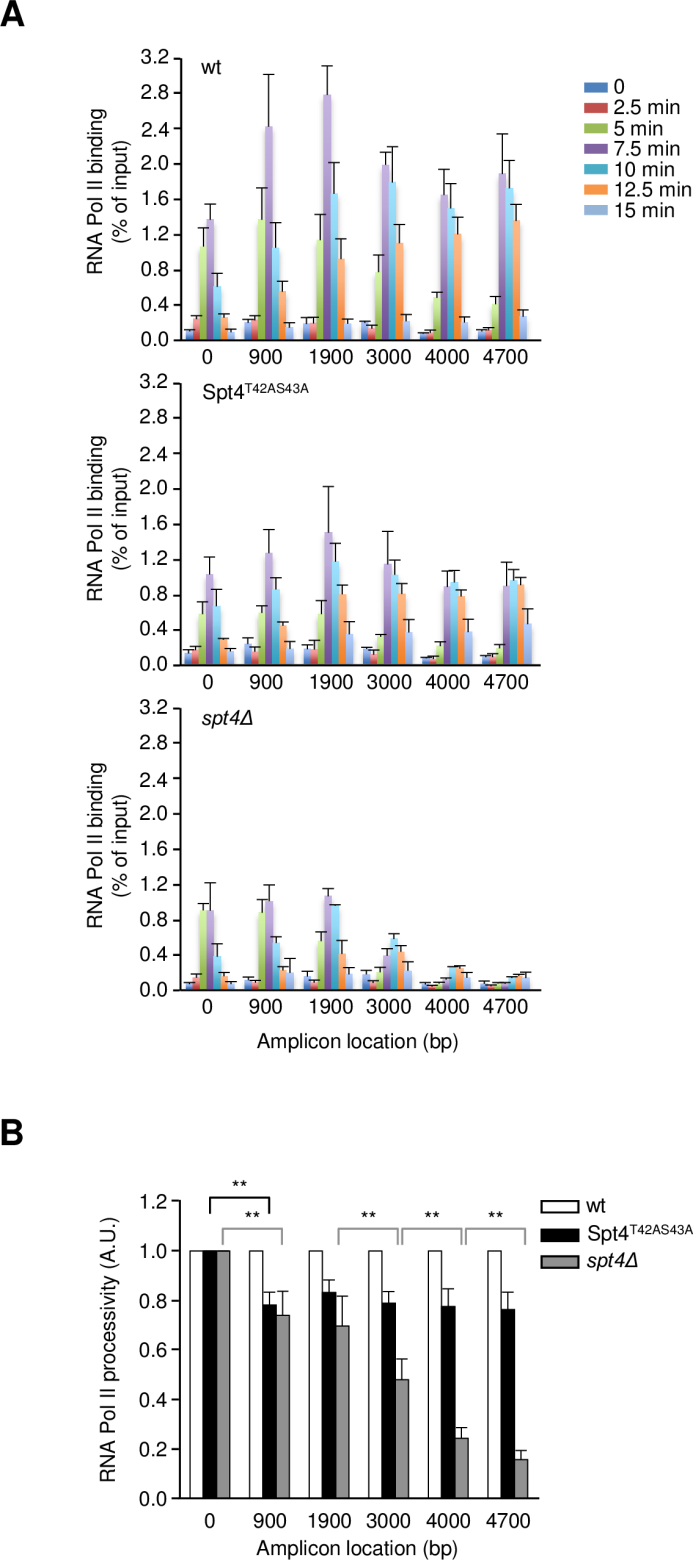
Hog1-dependent Spt4 phosphorylation is required for elongation in the transcription of osmo-responsive genes. **(A)** Association of RNA Pol II at *STL1-lacZ* was monitored by ChIP using the monoclonal anti-Rpb3 antibody (ab81859; Abcam) in wild type (wt), Spt4^T42AS43A^ and *spt4Δ* cells upon osmostress (0.4 M NaCl at intervals of 2.5 minutes for a total of 15 minutes). Values correspond to the mean of % immunoprecipitation (IP) / input and the standard deviation of three biological replicates. The first two amplicons are represented as 50% of the original value, taking into account that these primers detect both *STL1-lacZ* and endogenous *STL1*. **(B)** RNA Pol II processivity of Spt4^T42AS43A^ and *spt4Δ*, relative to the wild type, was calculated from the values obtained in (A). The bars represent the sum of the RNA Pol II amounts in all the time-points measured on each amplicon, normalized to the first amplicon and to the wild type. Values correspond to the mean and the standard deviation of three biological replicates. **p<0.01 using Student’s t-test.

### Spt4 phosphorylation by the Hog1 SAPK is important for cell growth upon osmostress

The role of transcription is not essential for the short-term adaptation, but it is crucial for long term adaptation and for protection against future stress (reviewed in [5]). Indeed, mutants that display impaired transcription at mild osmolarities display growth defects only under severe osmolarities. Thus, to assess the relevance of Spt4 phosphorylation and its control of transcription elongation for cell growth upon osmostress, we monitored cellular growth in the presence of high osmolarity (1.4 M NaCl or KCl). Cells lacking *HOG1* or *SPT4* show compromised cell adaptation to high osmolarity [21]. We therefore monitored the sensitivity of the Spt4^T42AS43A^ mutant to high osmolarity. The non-phosphorylatable Spt4 mutant did not show growth differences compared to wild type on YPD in the absence of osmostress. In clear contrast, the growth of the Spt4^T42AS43A^ cells was more sensitive to high osmolarities (1.4 M NaCl or KCl) than that of the wild type strain. Of note, Spt4^T42AS43A^ cells were as sensitive as *spt4Δ* mutant cells in this respect (Fig 8). Thus, alanine substitutions in phosphorylable residues of Spt4 confer similar osmostress sensitivity as deletion of *SPT4*, consistent with Hog1 phosphorylation of these residues being important for cell growth upon osmostress.

**Fig 8:**
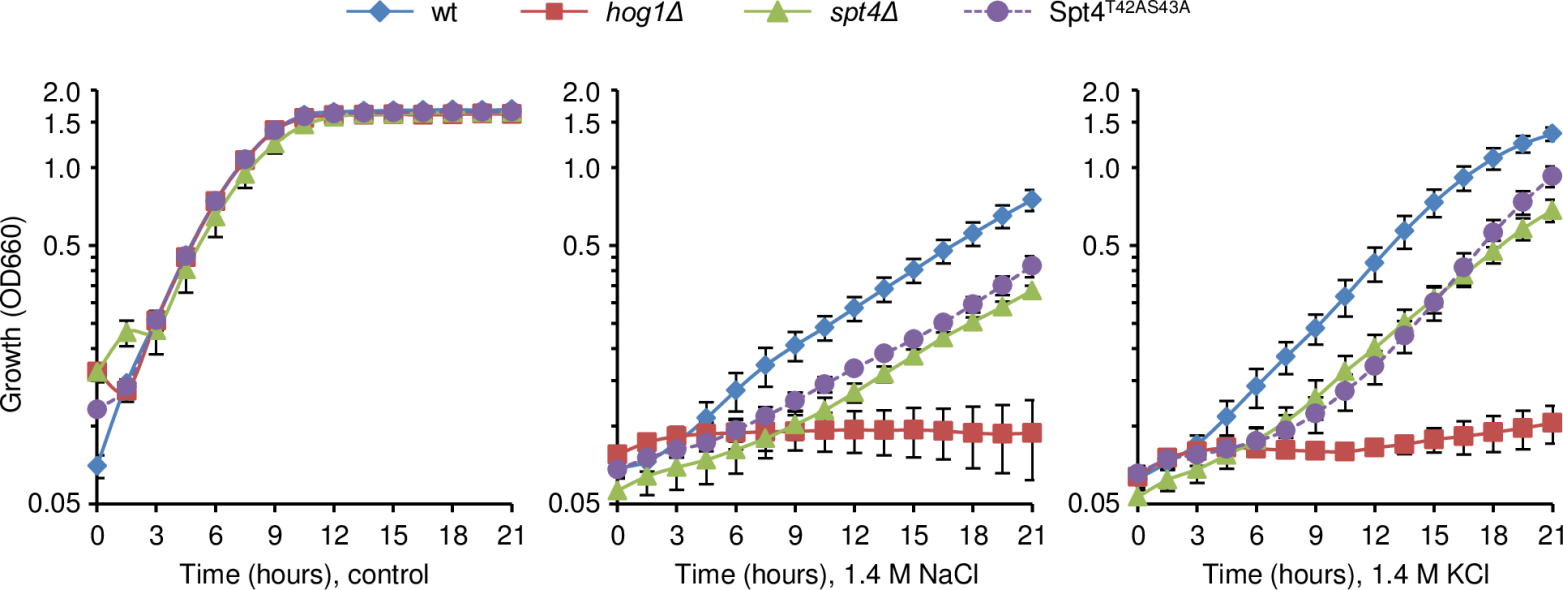
Spt4 phosphorylation by Hog1 is required for cell growth in the presence of osmostress. Wild type Spt4 (wt), *hog1Δ* and the indicated *spt4* mutant strains were grown to mid-log exponential phase in YPD and then diluted 1:10 in YPD, 1.4 M NaCl or 1.4 M KCl before starting the assay. Growth curves over 21 hours were analyzed using a Synergy H1 Hybrid Reader (BioTek). Data are the means ± SD of three technical replicates from a representative experiment. Growth curves are represented on a semi-log plot.

## Discussion

The Hog1 SAPK has a pivotal role in regulating distinct steps in the gene expression cycle in response to osmostress. Although the mechanisms by which Hog1 triggers stress-dependent transcriptional initiation are well-described (reviewed in [5,6]), those by which Hog1 contributes to the regulation of elongation remained to be explored. Transcription elongation by RNA Pol II is a dynamic and tightly regulated step that is facilitated by several transcription elongation accessory factors as well as chromatin remodelers (reviewed in [22,23]). We previously reported that Hog1 interacts with components of the RNA Pol II transcript elongation complex such as Spt4, Paf1, Dst1 or Thp1 and recruits the RSC chromatin remodeler to stress-responsive genes [4,12]. These elongation factors and chromatin remodelers are important for transcriptional activation in response to osmostress and for cell ability to grow under such conditions [21]. Here, we showed that the stress-activated Hog1 directly phosphorylates the Spt4 elongation factor to regulate the activity of RNA Pol II in response to osmostress.

Hog1 serves to bypass the general down-regulation of gene expression that occurs upon osmostress by targeting RNA Pol II and inducing chromatin remodeling at stress-responsive loci [4]. Here, we demonstrated that this signaling kinase also targets an elongation factor to govern the transcription of stress-responsive genes. Several evidences have pointed out the ability of *spt4* deletion to affect gene expression selectively rather than affect general transcription. For instance, RNA-seq analyses indicated that only a small fraction of the yeast transcriptome is affected in the *spt4* mutant [34]. It has also been reported that Spt4 is specially required for the expression of long genes [32] and for transcribing genes with high GC content [33]. Here, we presented evidences that Spt4 is also required for stress-responsive gene expression. The absence of phosphorylation of Spt4 by Hog1 does not result in major effects on gene expression compared to wild-type under non-stress conditions; however, the expression of stress-responsive genes is clearly impaired. Notably, many genes whose expression is compromised in the Spt4^T42AS43A^ mutant are also Hog1-dependent genes, which indicates a specific regulation of Spt4 activity by phosphorylation by Hog1. Although it is formally possible that the Thr42 and Ser43 amino acid changes altered the Spt4 function, the Spt4^T42AS43A^ mutant specifically showed a defect in transcription in response to osmostress but not upon galactose addition. Moreover, in contrast with cells deficient for Spt4 activity, cells expressing the Spt4^T42AS43A^ mutant did not display cell growth defects in the presence of 6-AU. Of note, the site in Spt4 that is phosphorylated by Hog1 is completely conserved from yeast to mammals, suggesting that this phosphosite might have a physiologically relevant functional role across all eukaryotic cells.

Genome-wide localization studies showed that the Spt4 and Spt5 were hardly ever present at promoters, but that their association with gene loci were strongly increased downstream of transcription start sites, which largely mirrored the distribution of RNA Pol II [38,39]. This finding suggested that Spt5/Spt4 binding to genes may serve to promote the initiation-elongation transition by sterically enforcing the nucleic acid arrangement and preventing RNA release and reassociation of DNA strands [29]. Also, it has been described that there is physical and genetic interaction between the osmostress initiation transcription factor Hot1 and Spt5/Spt4 [40]. Indeed, the presence of RNA Pol II at osmo-responsive promoters was slightly reduced in the unphosphorylatable Spt4 mutant, suggesting that phosphorylation of Spt4 by Hog1 might also be important for this transition and a potential cause for the changes observed during transcription elongation. The defect of RNA Pol II processivity across the *STL1*-lacZ fusion in the Spt4^T42AS43A^ mutant was limited to the beginning of the transcript compared to the *spt4Δ*, which showed a defect across all the transcript. This suggests that the phosphorylation of Spt4 by Hog1 upon osmostress modulated mainly early transcriptional elongation. Of note, it was shown that the role of Spt4/5 has also been involved in the transition of initiation to elongation, where they compete with the initiation factor TFIIE for its binding to RNA Pol II to stimulate processivity [41]. Thus, it might be that stress-dependent Spt4 phosphorylation stimulates RNA Pol II processivity in an early step of transcriptional elongation.

Crystal structure, modelling and *in vivo* crosslinking studies of the conserved complex of Spt4 with its partner Spt5 showed that it binds to the coiled domain of RNA Pol II and encloses the DNA template to promote processivity [28,29,31,42]. However, by co-imunoprecipitation assay, we did not detect a change in the affinity of Spt4 for Spt5 or RNA Pol II when it cannot be phosphorylated upon stress. Of note, Spt5 is also targeted by Hog1 *in vitro* and a mutant strain carrying Spt5 mutations in the putative Ser and Thr MAPK consensus sites to Ala showed compromised cell growth to high osmolarity. However, we did not observe any additivity on osmostress sensitivity when we combined it with the Spt4 mutation. Thus, we focused in the regulation of Spt4 to understand the effect of the phosphorylation in elongation. Spt4 does not directly contact RNA polymerase, but it stabilizes RNA Pol II/template complexes by binding to the template externally to the transcription bubble [28,29]. It is known that *spt4* and *spt5* mutations affect the ability of elongating RNA Pol II to traverse the entire length of a gene [32]. The association of Hog1 with coding regions increases RNA Pol II density at osmo-responsive coding regions [21]. Thus, it is reasonable to assume that cells have evolved mechanisms, such as the direct regulation of Spt4, to ensure proper polymerase processivity through those genes that should be activated rapidly. On the other hand, Spt4 phosphorylation by Hog1 may also function at a step distinct from elongation such as stability of target RNAs or RNA export.

Although the Ras/PKA signaling pathway is somehow involved in modulation of the Spt5/Spt4 complex [43], the regulation of this elongation complex by external cues has not been reported. The fact that the direct phosphorylation of Spt4 by a signaling kinase facilitates RNA Pol II processivity suggests that elongation can be modulated depending on external cues to increase transcription efficiency and maximize cell fitness.

## Materials and methods

### Yeast strains

All strains are based in the BY4741 (*MAT***a** *his3-Δ1 leu2-Δ0 met15-Δ0 ura3-Δ0)* genetic background. Genetic deletions and taggings were performed on the corresponding native genomic loci and under the control of their own promoters, using a long flanking homology PCR-based approach [44,45].

To genomically introduce Thr42Ala and Ser43Ala point mutations into Spt4 (YAS13 strain), a *Spt4(T42A S43A)-TAP*::*kanMX4* cassette was generated by PCR in a two-step reaction. The first PCR product was amplified using oligos OAS60 (AGGGCTCGAAGGATGTACTG) and OAS71 (CCCTCGAAAGAAGGAGCA GCACATTCCATT) with genomic DNA from the BY4741 *SPT4-TAP*::*kanMX4* strain (YAS3) as a template, yielding a mutagenic PCR product. This product was used as a primer in the second step together with oligo OAS76 (AGGGTCATAGTAGTCAAAGG) using YAS3 genomic DNA again as a template. The resulting *Spt4(T42A S43A)-TAP*::*kanMX4* PCR product was used for BY4741transformation; G418-resistant colonies were confirmed by PCR with oligos OAS60/OAS76, by sequencing and by Western blotting with the peroxidase anti-peroxidase (PAP) antibody (P1291, Sigma).

The strains BY4741 *SPT4-TAP*::*kanMX4* (YAS3), BY4741 *SPT4-TAP*::*kanMX4 hog1*::*URA3* (YAS7), *spt4*::*kanMX4* (YAS17), *hog1*::*URA3* (YCS40), *SPT4-TAP*::*kanMX4 stl1*::*LEU2* (YLS221), *SPT4-TAP*::*kanMX4 ctt1*::*LEU2* (YLS262), *Spt4(T42AS43A)-TAP*::*kanMX4 stl1*::*LEU2* (YLS222), *Spt4(T42AS43A)-TAP*::*kanMX4 ctt1*::*LEU2* (YLS264), *SPT5-9myc*::*hphNT1* (YSC29), *SPT4-TAP*::*kanMX4 SPT5-9myc*::*hphNT1* (YSC30) and *Spt4(T42AS43A)-TAP*::*kanMX4 SPT5-9myc*::*hphNT1* (YSC31) were made using standard procedures.

### Plasmids

Plasmids pGEX4T-Hog1 and pGEX4T-Pbs2^EE^ (*PBS2* with Ser514-Glu and Thr518-Glu mutations) were previously described [46]. *SPT4* was PCR amplified from BY4741 genomic DNA with the oligos OAS22 (GATCGGATCCTCTAGTGAAAGAGCCTGTAT) and OAS23 (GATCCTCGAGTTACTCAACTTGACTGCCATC), and was then *BamH*I/*XhoI* digested and cloned into pGEX-6P-1. *Spt4*^*T42AS43A*^ was amplified by PCR in a two-step reaction. The first PCR product was amplified from BY4741 genomic DNA with the oligos OAS40 (AATGGAATGTGCTGCTCCTTCTTTCGAGGG) and OAS23. The resulting mutagenized PCR product was used as a primer for the second step together with OAS22 and using BY4741 genomic DNA as a template. The final PCR product was digested with *BamH*I/*Xho*I and cloned into pGEX-6P-1. Both plasmids were confirmed by digestion and sequencing.

The *LexA-CTT1* construct, and the plasmid with the LexA binding domain fused to the VP16 transcriptional activator, have been described [21], and were used for transformation of the indicated yeast strains. For the GLAM assay, the *STL1* promoter and ORF (-810 to +1710 bp) were PCR amplified with the oligos OAS142 and OAS120 and cloned into pRS413 digested with *Xho*I*/Sal*I. The resulting plasmid was digested with *Sal*I*/Xma*I to clone the *lacZ* sequence (3100 bp) from pSCH212 [47] that had been amplified with the oligos OAS121 and OAS122. Finally, 430 bp from the *STL1* 3’ UTR were PCR amplified with the oligos OAS123 and OAS124 and cloned after *Xma*I*/Xba*I digestion. The plasmid was confirmed by sequencing.

### *In vitro* kinase assays

GST fusion proteins encoding Hog1, the constitutively active Pbs2^EE^ and the wild type or the mutant versions of Spt4, were expressed in *E*. *coli* DH5α cells and purified using glutathione-Sepharose beads (GE Healthcare) in STET buffer (10 mM Tris-HCl pH 8.0, 100 mM NaCl, 1 mM EDTA, 5% Triton X-100, 2 mM DTT, 1 mM PMSF, 1 mM benzamidine, 2 mg ml^-1^ leupeptin, 2 mg ml^-1^ pepstatin). Hog1 (1 μg) was pre-activated with 0.5 μg of Pbs2^EE^ in the presence of kinase buffer (50 mM Tris-HCl pH 7.5, 10 mM MgCl_2_, 2 mM DTT) and 50 μM of ATP. After 20–30 minutes incubation at 30°C, eluted wild-type Spt4 or mutant Spt4^T42AS43A^ were added to the pre-activated mixture together with [γ-^32^P]ATP (0.1 mCi/ml) and incubated for 30 minutes at 30°C. The reaction was terminated by adding 10 μl of 5X Laemli buffer and boiling the samples for 5 minutes. Labeled proteins were resolved by SDS-PAGE and detected by autoradiography. Total protein level was detected by staining with Coomassie Brilliant Blue.

### *In vivo* phosphorylation assay

TAP-tagged Spt4 and Spt4^T42AS43A^ cells were grown to mid-log phase on YPD and were then subjected to a brief osmostress (0.4 M NaCl for 5 minutes) or were left untreated. For each condition, 100 ml aliquots were harvested by centrifugation and pellets were resuspended in 300 μl of buffer A (50 mM Tris-HCl pH 8.0, 15 mM EDTA, 15 mM EGTA, 0.1% Triton X-100 ± 150 mM NaCl) supplemented with protease and phosphatase inhibitors (1 mM PMSF, 2 μg ml^-1^ leupeptin, 2 μg ml^-1^ pepstatin, 1 mM benzamidine, 2 mM DTT, 10 mM sodium fluoride, 25 mM β-glycerophosphate, 1 mM sodium orthovanadate, 1 mM sodium pyrophosphate). Chilled glass beads were added, and cells were disrupted with a Fast-prep glass bead beater (Millipore). Protein extracts (10 mg) were incubated with rabbit IgG agarose (Sigma) beads for 2–3 hours at 4°C. Beads were washed 10 times with supplemented buffer A + NaCl, and once with 50 mM Tris-HCl pH 6.8, boiled in SDS-loading buffer for 5 minutes and analyzed by 11% SDS-PAGE. Proteins were then transferred to PVDF membranes and phosphorylation was detected by immunoblotting with an anti-phospho Ser/Thr antibody (BD Transduction Laboratories).

### Northern blot analysis

Yeast strains were grown to mid-log phase in rich medium, immediately subjected or not to osmostress (0.4 M NaCl), and samples were taken at the indicated times. Galactose induction was performed by growing cells on YP 2% raffinose up to mid-log phase and shifting them to 2% galactose for the indicated times. For the expression analysis of genes under the control of the LexA promoter as well as for the GLAM assays, mid-log phase cells were grown in minimal medium for plasmid maintenance. Total RNA and Northern hybridization analyses were carried out according to standard procedures and expression of specific genes was detected by hybridization of the Northern blot membranes with labeled PCR fragments of *CTT1* (1.7 kbp), *STL1* (0.88 kbp), *ALD3* (0.6 kbp), *GRE2* (0.9 kbp), *ENO1* (1.3 kbp), and *GAL1* (0.88 kbp). Signals were quantified using a Typhoon 8600 phosphorimager (Molecular Dynamics) and autoradiographs were obtained on Carestream Kodak Biomax XAR film (Sigma). In the case of the GLAM assay, the phosphorimaging analyses were performed in a STORM-840 imaging system (GE Healthcare) and quantified using GelQuant.NET software provided by biochemlabsolutions.com.

### RNA sequencing and analysis

Yeast strains were cultured to mid-log phase in rich medium and then subjected or not to osmostress (0.4 M NaCl) for 15 minutes. Three biological replicates for each condition were performed. Total RNA was extracted by using the standard hot phenol and glass-beads protocol. Libraries were prepared using the TruSeq stranded mRNA sample preparation kit v2 (Illumina) according to the manufacturer’s protocol, and starting with 1 μg of total RNA for poly(A)-mRNA selection. Libraries were first analyzed on an Agilent Bioanalyzer using a DNA 1000 chip to estimate the quantity and check the size distribution. Libraries were then quantified by qPCR using the KAPA library quantification kit (KapaBiosystems) prior to sequencing with 50 bp single-end reads on Illumina's HiSeq 2500 with v4 sequencing chemistry. All RNA-seq experiments were run in triplicates. Quality control of raw sequencing reads was performed by FASTQC; all samples passed the imposed quality restrictions and were used for further analysis. RNA-seq reads were mapped to the sacCer3 reference genome (obtained via UCSC goldenPath) using TopHat2 v2.1.0 [48] with default parameters. Quantification was performed by featureCounts v1.5.1 [49] using the Ensembl R64-1-1 annotation and only considering uniquely mapping reads. 

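In the R64 sequence, 6048 of the genes in the counts have an entry, and the positions given here are those of R64. The remaining genes took between 0.158% and 0.337% of the counts of a library. Of the genes with sequence, 270 have fewer than 50% of their 50-base stretches at 1 place only in the genome, and 96 have none. Reads of the authors' length cannot be placed uniquely inside those 96 genes, and values of genes with near-identical copies are uncertain. The paper's text does not state whether the counting used the strand of the reads, so counts of genes that overlap on opposite strands are uncertain too.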

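The TMM factors of the 12 libraries ranged from 0.8756 to 1.246. They were 0.8816 to 0.9698 in the wild type without stress and 1.107 to 1.246 upon osmostress. In the mutant they were 0.8939 to 0.9485 without stress and 0.8756 to 1.166 upon osmostress. The 10 genes with the most counts took between 12.23% and 19.42% of a library. The median log2FC of all genes upon osmostress was 0.03 in the wild type and 0.01 in the mutant under TMM. Under library totals alone it was 0.38 and 0.16, and under *ENO1* scaling -0.49 and -0.81. Between the stressed strains the median of all genes was -0.02 under TMM, -0.22 under library totals alone and -0.33 under *ENO1* scaling.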

Subsequent analyses were conducted using the statistical programming language R, and the DESeq2 package (v.1.14.1; [50]) was used for library size normalization (RLE) and differential expression testing. Osmo-responsive genes were defined as genes that significantly exceeded an absolute log2-fold change (log2FC) of 1 after multiple testing correction (FDR < 0.05). In contrast, osmo-unchanged genes were defined as genes whose absolute log2FC was not significantly larger than 0.5 (FDR < 0.05). 

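A test against an absolute log2FC of 1, as edgeR gives it, called 843 genes higher and 901 lower in the wild type upon osmostress. In the mutant, 623 genes were higher and 583 lower by this test. The 843 genes had a median response of 2.12 in the wild type and 1.67 in the mutant, and 346 of them (41.04%) had a significantly smaller induction in the mutant.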

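By this wording, with edgeR's test against an absolute log2FC of 0.5, 3215 genes did not exceed the limit in the wild type upon osmostress. The difference in response of these genes had quartiles of -0.32 and 0.27. It was significantly negative in 168 of them and significantly positive in 198.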

Results were visualized using the ggplot2 R-package (ggplot2.org). Data have been deposited in the Gene Expression Omnibus (GEO) database (GSE98352).

### Chromatin immunoprecipitation (ChIP) assays

ChIP was performed essentially as previously described [16]. Yeast cultures were grown in rich YPD medium to mid-log phase before exposing them to osmostress (0.4 M NaCl) and samples were taken at the times specified. Anti-Rpb1 (8WG16, Covance) or anti-phospho RNA Polymerase II (S2) (Bethyl Laboratories; Cat. Number A300-654) antibodies were used for RNA Pol II ChIPs. Anti-Rpb3 (ab81859, Abcam) monoclonal antibody was used for GLAM ChIPs. Anti-Myc (9E10 hybridoma) was used for Spt5-Myc binding. Rabbit IgGs were used for TAP-tagged versions of wild-type Spt4 or mutated Spt4^T42AS43A^ binding. Oligonucleotides to amplify regions of *CTT1* (-432/-302 for the promoter; +737/+836 for the ORF), *STL1* (-682/-583 for the promoter; +1477/+1575 for the ORF) and *TEL1* (a telomeric region on the right arm of chromosome VI that was used as an internal normalizing control sequence for each DNA analyzed; TEL RTa: ACCACTCAAAGAGAAATTTACTGGAAGA and TEL RTb: CTCGTTAGGATC ACGTTCGAATC) were used for real-time PCR analysis with Power SYBR Green PCR Master Mix (Applied Biosystems), employing an Applied Biosystems ViiA7 detector. Locations are indicated by the distance respect to the correspondent ATG initiation codon. In GLAM ChIPs the primers used correspond to 0, +900, +1900, +3000, +4000 and +4700 after the ATG initiation codon of the *STL1-lacZ* transcription unit.

### Co-precipitation assays

To study Spt4 and Spt5 interaction, cells expressing a 9myc-tagged version of Spt5 and TAP-tagged versions of either wild-type Spt4 (YSC30) or mutated Spt4^T42AS43A^ (YSC31), as well as cells with only Spt5-9myc (YSC29) as a negative control for TAP pull down, were grown to mid-log phase on YPD, subjected or not to osmostress (0.4 M NaCl for 10 minutes) and harvested at 4°C. Protein extracts and pull down of TAP-tagged proteins (5 mg) were performed as for the *in vivo* phosphorylation assays. Proteins were then transferred to PVDF membranes and Spt5-9myc was detected by immunoblotting with an anti-myc monoclonal antibody (9E10 hybridoma). For analysis of Spt4 and RNA Pol II interaction, we used cells expressing the TAP-tagged versions of wild-type Spt4 (YAS3) or mutated Spt4^T42AS43A^ (YAS13), as well as BY4741, which was used as the negative control for TAP pull down. Osmostress and TAP purification was performed as indicated above and RNA Pol II was detected using an anti-Rpb1 (8WG16, Covance) monoclonal antibody.

### Growth phenotype analysis

Yeast cultures were grown to mid-log phase in YPD and then diluted to OD_660_ = 0.05 in YPD, 1.4 M KCl or 1.4 M NaCl. The analyses were performed in quadruplicate. Cell growth was monitored (30°C, constant agitation, 1.5-hour time points) at OD_660_ for 21 hours. Growth curves were analyzed using a Synergy H1 Hybrid Reader (BioTek).

### Spot test

Yeast cultures were grown to mid-log phase in YPD, then diluted to OD_600_ = 0.05 and cell suspensions were diluted using 10-fold serial dilutions in 96-well microtiter plates (200 μl/well). The cells were spotted onto YPD and SC plates containing 6-azauracil and growth was monitored and photographed at appropriate time points.

### Sequence alignments

Spt4 protein sequence alignments were made with Geneious software version 7.1.9 (http://www.geneious.com, [51]).

### Statistical analysis

Data are reported as mean ± SD. Statistical significance was assessed using a Student’s t test for equality of means, two-tailed and equal variance assumed.

## Supporting information

S1 Fig List of the 40 TAP-tagged proteins involved in transcriptional elongation that were subjected to an *in vitro* phosphorylation assay with active Hog1. (PDF) Click here for additional data file.

S2 Fig **(A)** Comparison of the osmo-responsive gene expression between the untagged and TAP-tagged Spt4 strains, in the absence of osmostress (0) and after treatment with 0.4 M NaCl for 5, 10 and 20 min. Northern blotting was performed with radiolabeled probes specific for *CTT1*, *STL1* and *ENO1* (as a loading control). **(B)** Quantification of relative gene expression levels of *CTT1* and *STL1* from (A) is shown. Results are expressed as the percentage of the ratio with *ENO1* expression, normalized to the maximum level of expression in the untagged wild type which is shown as 100%. Data of three biological replicates were used and means ± SD were calculated. t-test analysis was calculated. ns means p≥0.1. **(C)** Spt4-TAP, Spt4^T42AS43A^-TAP and Spt5-Myc protein expression was analyzed by Western blotting from TCA extracts of Spt4 wild type and Spt4^T42AS43A^ mutant strains. Quantification using ImageJ software of relative protein expression levels of Spt4-TAP and Spt5-Myc is shown.
(PDF) Click here for additional data file.

S3 Fig Volcano plot showing significantly altered gene expression in wild type (Spt4 WT) strain upon stress (0.4 M NaCl, 15 min). Dashed vertical lines indicate a 2-fold change in expression (up-/down-regulation), whereas the dashed horizontal line indicates an adjusted p-value of 0.05. n indicated the number of genes significantly altered in osmostress compared to non-stress conditions.
(PDF) Click here for additional data file.

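In the wild type upon osmostress, the largest rises among genes with separated libraries, apart from *STL1*, were those of *TKL2* (YBR117C), *RTC3* (YHR087W) and *YNL194C*. *TKL2* rose with a log2FC of 10.38 (standard error 0.21, adjusted p = 5.98e-14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), *RTC3* with 9.74 (standard error 0.17) and *YNL194C* with 9.65 (standard error 0.20). The largest falls were those of *AAH1* (YNL141W), *SYO1* (YDL063C), *URA7* (YBL039C) and *UTP23* (YOR004W). *AAH1* fell from 278.01 ± 10.99 to 1.69 ± 0.49 normalized CPM (SD, n = 3), a log2FC of -7.36 (standard error 0.28). The log2FC was -7.00 for *SYO1*, -6.86 for *URA7* and -6.66 for *UTP23*.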

S4 Fig Significance (Student’s t test) of the association of RNA Pol II at *STL1-lacZ* monitored by ChIP using the monoclonal anti-Rpb3 antibody (ab81859; Abcam) in wild type (wt; blue), Spt4^T42AS43A^ (red) and *spt4Δ* (green) cells upon osmostress (7.5 minutes after 0.4 M NaCl addition). Asterisks located immediately above the red and green bars indicate the difference significance of the means of the respective mutant in that amplicon *versus* the wild type strains, which is represented in the center for easier comparison. Significant differences between neighboring amplicons for each strain are indicated in upper brackets. *, p<0.05; **, p<0.01.
(PDF) Click here for additional data file.

# Supplementary material for: Regulation of transcription elongation in response to osmostress
**Source:** PLoS Genet. 2017 Nov 20;13(11):e1007090. doi: 10.1371/journal.pgen.1007090
**Supplement:** S1 Fig

**Figure S1**

|         |        |
|---------|--------|
| YBR279W | PAF1   |
| YCR093W | CDC39  |
| YDR138W | HPR1   |
| YER169W | RPH1   |
| YGL043W | DST1   |
| YGL207W | SPT16  |
| YGL244W | RTF1   |
| YGL246C | RAI1   |
| YGR005C | TFG2   |
| YGR063C | SPT4   |
| YGR116W | SPT6   |
| YGR134W | CAF130 |
| YGR186W | TFG1   |
| YGR252W | GCN5   |
| YHR167W | THP2   |
| YIL038C | NOT3   |
| YJL006C | CTK2   |
| YJL115W | ASF1   |
| YJL179W | PFD1   |
| YKL005C | BYE1   |

|         |       |
|---------|-------|
| YKL139W | CTK1  |
| YKL160W | ELF1  |
| YKR048C | NAP1  |
| YLR200W | YKE2  |
| YLR418C | CDC73 |
| YML010W | SPT5  |
| YML062C | MFT1  |
| YML069W | POB3  |
| YML094W | GIM5  |
| YML112W | CTK3  |
| YMR039C | SUB1  |
| YNL068C | FKH2  |
| YNL139C | THO2  |
| YNL153C | GIM3  |
| YNL288W | CAF40 |
| YOL145C | CTR9  |
| YOR048C | RAT1  |
| YOR123C | LEO1  |
| YPR072W | NOT5  |
| YPR133C | SPN1  |

How the deposited data were processed for this re-analysis (not part of the article)

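RNA-seq libraries were made from wild type and Spt4 T42AS43A (Spt4-AA) yeast cells without stress and after 15 min in 0.4 M NaCl, with 3 biological replicates in each of the 4 groups. The authors mapped single-end reads of 50 bases to the sacCer3 genome with TopHat2 and counted reads per gene with featureCounts and the Ensembl R64 annotation. The paper's methods state that only uniquely mapping reads were considered, but 35 genes that no unique read of 50 bases can overlap have at least 1000 counts over the 12 libraries, so how such reads were handled is not settled. The authors deposited the counts as whole numbers for 7126 genes, without normalization and without pooling of replicates. The library kit keeps the strand of the RNA, and the strand setting of the counting is not named in the paper's text. Everything else given here was computed from those counts. The condition and replicate of each library were taken from the sample labels and the paper's methods, and each of the 12 libraries was used.

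The libraries held between 12903162 and 21909524 counts on genes, with a median of 15580005. At this depth the median standard error of a log2 fold change over genes was 0.143 for a comparison of 2 groups and 0.202 for the difference in response between the strains. A gene with at most 3 counts in every library of a group was treated as at the floor, and its fold change is given as a lower bound computed against 3 counts. These limits cover counting error only.

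Differential expression was tested with edgeR 4.0.16 in R 4.3.3, with TMM normalization, genes kept by the filterByExpr function (6040 genes), and the quasi-likelihood test with robust estimation. The model had 1 coefficient for each of the 4 groups. The common dispersion was 0.0166 and the median prior degrees of freedom 6.1. P-values were adjusted over all genes tested by the Benjamini-Hochberg method, with a threshold of 0.05 and, for comparisons of 2 groups, an absolute log2 fold change of at least 1. Normalized CPM are counts scaled by library total and TMM factor. For principal components a prior count of 2 was added before taking log2. Osmo-unchanged genes were found by a pair of one-sided tests against an absolute log2 fold change of 0.5. Set medians of the difference in response were compared across genes by a permutation test with 100000 resamples. Gene lengths, GC content, positions and repeated sequence were taken from the R64 reference genome, which has an entry for 6048 of the genes.

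The analysis code was tested on simulated data with the means and library sizes of these libraries and 200 changed genes. The wild type response was recovered for 100% of them, the strain difference upon osmostress for 99% and the difference in response for 96.5%, with 17 false calls among 5697 genes, 11 among 5698 and 8 among 5698 in that order. Of 5697 genes simulated without a response, 3922 were called osmo-unchanged, and of the 200 genes with one, 0 were.

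The genes named in the text follow a rule. They are each gene that the paper names beside an RNA measurement or the mutation, the marker genes *HIS3*, *LEU2*, *MET17* and *URA3*, and up to 12 genes past the threshold without stress. For each other comparison of 2 groups they are the 4 largest rises and the 4 largest falls past the threshold whose libraries separate the groups. For the difference in response of osmo-induced genes they are the 4 most negative and the 4 most positive. The gene lists are the ribosomal protein genes (symbols that begin with RPL or RPS and a digit) and the 40 elongation factors of S1 Fig.

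The tests, this rule and most alternatives were set before the data were examined. Those alternatives were DESeq2 1.42.0 with and without shrunken fold changes, RLE size factors, library totals alone, scaling to *ENO1*, no filter on low counts, at least 10 counts in every library, the replicate number as a block, a term for the 2 mutant libraries with library numbers apart from the other 10, fits on only the groups compared, a test against an absolute log2 fold change of 1, other ways of choosing the osmo-responsive and osmo-unchanged genes, and each library left out in turn. Further DESeq2 settings, a correction for gene length and the term for library numbers in the tests of gene length and GC content were chosen after seeing the data. The Northern blots, chromatin immunoprecipitation and growth assays of the paper are not analysed here.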

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

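The comparison of both gene sets as a test of library scaling, the correction for gene length and the tests of unstressed RNA, of spill-over and of reads from another strain were chosen only after the result was seen, and the fits with the term for library numbers and without replicate 2 of the stressed mutant, which were set earlier, were read as tests of an explanation only then.

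The stress response was smaller in the Spt4 T42AS43A mutant on both sides, and the paper does not report the repressed side. These results stand out because the responses of the strains differed by the interaction test. Over all genes tested, 1568 had a significant difference in response, and 2394 without replicate 3 of the stressed mutant. Of the 1105 osmo-induced genes 405 had a smaller induction, and of the 1129 osmo-repressed genes 655 (58.02%) had a weaker repression and 2 a stronger one. Under *ENO1* scaling 320 of 1817 (17.61%) had a weaker repression, and with the term for library numbers 455 of 1131 (40.23%). The median difference in response of the osmo-repressed genes was 0.734 (quartiles 0.361 and 1.224), with a median log2 fold change of -1.999 in the wild type and -1.307 in the mutant. By replicate number this median was 0.693, 0.89 and 0.622. Before stress the osmo-repressed genes did not differ between the strains at the median (0.009).

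The ribosomal protein genes show the weaker repression as a list. Of 132 such genes, 129 had a significantly weaker repression in the mutant over all genes tested, and 132 when adjusted over the list alone. Their median log2 fold change upon osmostress was -2.53 in the wild type and -1.27 in the mutant, and 106 were at least 2-fold higher in the stressed mutant than in the stressed wild type under TMM. The median difference in response of the list was 1.30. It was 1.07 under library totals alone and 0.93 under *ENO1* scaling, or 1.26 and 1.24 relative to the median of all genes under the same scaling, which moved to -0.198 and -0.309. With a term for the mutant libraries numbered apart it was 0.72. Many ribosomal protein genes have a near-identical copy, so single values within a pair are uncertain.

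Several technical explanations were tested for the smaller response. Choosing the genes on the wild type libraries that also enter the difference gives a median of -0.026 for osmo-induced and 0.029 for osmo-repressed genes in 20 simulations with the same response in both strains, far from the measured -0.442 and 0.734. Another scaling factor per library moves both sets the same way, so it would not open a difference between them for fixed sets of genes. The median of the osmo-repressed minus that of the osmo-induced genes was 1.175 (SD over replicate numbers 0.171). With the sets chosen again under each scaling it was 1.282 under library totals alone and 1.006 under *ENO1* scaling. With the trend on gene length, fitted outside the osmo-responsive sets, taken off, the medians were -0.419 and 0.724. RNA of unstressed cells in the stressed mutant libraries is limited by the most repressed genes. In 50 genes with a wild type log2 fold change of -5 or below, the stressed mutant kept a median of 7.08% of its unstressed level (2.5% to 13.9%). That share would move osmo-induced genes by -0.106 and osmo-repressed genes by 0.278, less than measured. Without replicate 2 of the stressed mutant the medians were -0.422 and 0.674. These values argue against each of these explanations as the whole cause.

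Some explanations stay open. With a term for the 2 stressed mutant libraries numbered apart, the medians were -0.428 and 0.571, but that fit leaves 1 library, replicate 3, to measure the mutant's stressed level, so the library numbers and the mutation cannot be told apart here. In replicate 3 the median log2 level of the osmo-induced genes relative to the unstressed wild type was 1.336. It was 1.331 and 1.357 in the libraries numbered apart and 1.716 to 1.743 in the stressed wild type. For the osmo-repressed genes replicate 3 did differ from the libraries numbered apart, with -1.453 against -1.285 and -1.267. The stressed wild type had -2.034 to -1.965. A weaker stress or another timing in the mutant cultures was not tested and would also make both sides smaller. The mutation of Spt4 itself, which the design names, may be the cause, and remains a hypothesis.

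Other splits of the libraries were counted as well. Of 100 splits of the libraries into groups of the same sizes, the real one included, 7 gave as many genes with a difference in response as the real one (highest of the others 2290), and 14 gave as many osmo-induced genes with a smaller induction (highest of the others 525). For the real split this second count covers genes induced in the wild type alone. For the other splits it is the larger of 2 directions, with genes induced in either strain group and less in the other. This can only raise the 14 and the 525. The real counts were 1568 and 405. Without replicate 3 of the stressed mutant the first count was 2394. In 15 of the 100 splits the stressed libraries stayed divided by strain, and the 7 and the 14 splits were all among those, so they keep the difference between the stressed strains and do not test it. In the remaining splits the highest counts were 2 and 1. This count of kinds of splits was made after the result was seen.

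Reads of *LEU2*, *MET17* and *URA3*, which the BY4741 genotype lacks and the paper does not discuss, appear in replicate 2 of the mutant upon osmostress. Their counts there were 27, 35 and 77, together 139. The highest sum in any of the other libraries was 2, so none of the other 11 holds enough of these reads for spill-over to give them. In the same library the 4 *ASP3* genes had 517 counts, 3.37% of the mean level in the stressed wild type per library total, where the other mutant libraries had at most 5. This is consistent with a small amount of cells or RNA of a strain that has all these genes, which is a candidate explanation. The source of the reads was not tested further, and no biological explanation was tested.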

How the results depend on the processing

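The DESeq2 settings given as added and the term for library numbers in the tests of gene length and GC content were tests chosen only after the result was seen. Unless a value or the alternative's own construction shows the cause, the cause was not tested.

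The median difference in response stayed negative for osmo-induced genes and positive for osmo-repressed genes under every alternative run. For osmo-induced genes it was -0.562 under library totals alone, -0.83 under *ENO1* scaling, -0.35 with genes chosen by the mean response of both strains and -0.175 with genes chosen by the mutant's response. For osmo-repressed genes it was 0.176 under *ENO1* scaling, 0.571 with the term for library numbers and 0.582 with genes chosen by the mutant's response. Across the 12 fits that each left out one library, the medians ranged from -0.463 to -0.422 and from 0.674 to 0.807. In the osmo-unchanged genes the sign changed, to 0.066 under library totals alone and 0.003 with the term for library numbers, with -0.092 to -0.009 over the 7 fits that left out one library and had genes in the set. This median was not run for shrunken DESeq2 fold changes and is not given under *ENO1* scaling, where the set holds 1 gene.

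The number of osmo-unchanged genes was the least stable result. Against 327, it was 519 with DESeq2 without shrinkage, 150 under library totals alone, 1 under *ENO1* scaling (384 at an unadjusted p under 0.05), 594 with the term for library numbers and 3215 by the wording of the paper's methods. Leaving out one library gave from 0 to 591 genes. It gave 0 without any one of the 3 unstressed wild type libraries or of replicates 1 and 2 of the stressed wild type, with 905 to 968 genes at an unadjusted p under 0.05. It gave 126 without replicate 3 of the stressed wild type, 188 without replicate 3 of the unstressed mutant and 591 without replicate 3 of the stressed mutant.

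Under *ENO1* scaling, 2867 genes were altered by stress in the mutant, 550 had a difference in response and 158 osmo-induced genes had a smaller induction. *ENO1* itself differed between libraries of the stressed mutant (SD 1498.08 on a mean of 5544.72 normalized CPM), which this scaling carries into every gene. With the term for library numbers, 377 genes were altered between the strains upon osmostress, 866 had a difference in response and 235 osmo-induced genes had a smaller induction. That fit leaves 1 library to set the stressed level of the mutant. Genes chosen by the mutant's response gave 232 with a smaller induction. With at least 10 counts in every library, which removes genes near the floor, 18 genes differed without stress. Testing against a 2-fold change gave 1206 genes in the mutant upon stress, 9 between the strains without stress and 173 upon osmostress, since fewer genes pass a test against the limit than the limit alone.

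The added DESeq2 settings, chosen after seeing the data, gave lower counts with a test against a 2-fold change. For the mutant's stress response they gave 927 (shrunken) and 937 (unshrunken) genes from only the groups compared, and 993 (unshrunken) and 992 (shrunken) from the 12 libraries. For the strains without stress they gave 5 and 10 genes from only the groups compared, and 7 and 6 from the 12 libraries, and shrunken fold changes without that test gave 10. For the strains upon osmostress they gave 90 and 102, and 141 and 136. Unshrunken DESeq2 on the groups compared gave 535 osmo-unchanged genes.

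Leaving out one library gave from 2215 to 2277 genes altered by stress in the wild type, from 1782 to 1940 in the mutant, from 19 (without replicate 1 of the unstressed mutant) to 32 between the strains without stress and from 540 to 874 upon osmostress. It gave from 1175 to 2394 genes with a difference in response, the highest without replicate 3 of the stressed mutant, and from 308 to 487 osmo-induced genes with a smaller induction.

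The replicate numbers do not pair the libraries, since the correlations of same-numbered deviations ranged from -0.438 to 0.416. With the replicate block, 2234 genes were altered by stress in the wild type and 1855 in the mutant, 26 and 657 between the strains without stress and upon osmostress, 1631 had a difference in response, 403 osmo-induced genes had a smaller induction and 316 genes were osmo-unchanged.

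In osmo-induced genes, the rank correlation of gene length with the difference in response ranged from -0.377 to -0.254 over the 12 fits that each left out one library. That of GC content in the same genes was 0.133 and reversed to -0.132 with the term for library numbers (permutation p = 1e-05, the smallest these permutations can give). With one library left out it ranged from -0.015, without replicate 2 of the stressed mutant, to 0.231. In osmo-repressed genes it was 0.015 (permutation p = 0.6).

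Among the named genes, some values that were not significant changed sign. *ENO1* went from 0.37 to -0.054 between the strains upon osmostress and from 0.37 to -0.061 for the difference in response with the term for library numbers. *HOG1* upon osmostress went to -0.182 under library totals alone, -0.292 under *ENO1* scaling and -0.062 with the term for library numbers, and ranged from -0.071 to 0.084 with one library left out. The difference in response of *GRE2* went from 0.29 to -0.038 under *ENO1* scaling. Without replicate 3 of the stressed mutant, the differences in response of *ENO1* (0.54) and *GRE2* (0.40) became significant. Besides these, 5 results of named genes became weaker with the term for library numbers, 4 became weaker and 2 stronger under *ENO1* scaling, 2 stronger under library totals alone, 2 weaker with the replicate block, and 1 weaker each without the filter and with RLE size factors.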

Differences from the paper's values

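The settings named here as added were tests chosen only after the result was seen.

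Without stress, 18 genes were lower and 11 higher in the mutant, where the paper's Fig 3A gives about 8 and about 2, read by eye. Among the alternatives set before the data were examined, the number lower came within 1.5 times of the paper's under at least 10 counts in every library (11), under the test against a 2-fold change (8) and in 1 of the fits that left out one library, 3 of 23 alternatives in all. For the number higher, none of the 23 did, and these ranged from 1 to 12.

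The paper's Fig 3C gives about 700 osmo-induced genes, against 1105 here. Of 23 alternatives set before the data were examined, 3 came within 1.5 times of it: scaling to *ENO1* (657), at least 10 counts in every library (982) and the test against a 2-fold change (843), which the paper's methods give for osmo-responsive genes. For osmo-unchanged genes Fig 3C gives about 540, against 327 here, a number that fell to 0 (905 to 968 at an unadjusted p under 0.05) without any one of the 3 unstressed wild type libraries or of replicates 1 and 2 of the stressed wild type. DESeq2 without shrinkage (519), the term for library numbers (594) and 2 fits that left out one library came within 1.5 times of it, 4 of 21 alternatives in all.

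The median difference in response of the osmo-induced genes was -0.442, and about -0.5 in the paper's Fig 3C, read by eye. Of 24 alternatives set before the data were examined, 12 came within the replicate SD of the paper's value. They were DESeq2 without shrinkage (-0.445), no filter (-0.452), the replicate block (-0.445), osmo-induced genes chosen by a test against a 2-fold change (-0.473) and 8 fits that left out one library. Of the added settings, DESeq2 without shrinkage gave -0.496 with osmo-induced genes chosen by its own test against a 2-fold change. It gave -0.492 with genes chosen by the shrunken form of that test on the groups compared.

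The paper's Fig 3C gives an upper bound on p between the osmo-induced and osmo-unchanged genes. On the scale of minus log10 of p the bound is about 72, and the rank-sum p here gave 57.3. Such a p depends on the number of genes in each set. The osmo-induced and osmo-unchanged sets held about 700 and about 540 genes in the paper, and 1105 and 327 here. The p-values are therefore not a like comparison of effect. Of 15 alternatives set before the data were examined, 4 lay beyond the bound: DESeq2 without shrinkage (73.7), the term for library numbers (107.3), the osmo-unchanged genes by the wording of the paper's methods (122.3) and the fit without replicate 2 of the stressed mutant (85.1).

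For each comparison of 2 groups, 8 DESeq2 settings were run, 6 of them added after seeing the values, and some reach the paper's counts. With shrunken fold changes and only the groups compared, 556 genes were altered between the strains upon osmostress (405 higher and 151 lower) and 10 without stress (2 higher and 8 lower), which are the paper's counts. The same with a test against a 2-fold change gave 1507 genes altered in the wild type, the paper's count, with 697 higher. Without shrinkage this test gave 1511 from the groups compared and 10 without stress (2 higher and 8 lower), and 1502 from the 12 libraries, or 1498 with shrinkage. Without shrinkage, 535 genes were osmo-unchanged. The test against a 2-fold change, which the paper's methods give for osmo-responsive genes, gave 90 genes upon osmostress with the shrunken setting, so none of the 8 settings gave both 1507 and 556. The settings that reached the paper's counts were all chosen after seeing the values. The paper's text does not name the shrinkage or which libraries entered each fit. The paper's 335 osmo-induced genes with a smaller induction were not reached by the added settings (326 of 696 and 325 of 697).

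For *STL1* and *GRE2* the paper reports reduced RNA in the mutant upon osmostress from Northern blots, another experiment with other times. In these libraries under TMM, *GRE2* was higher in the mutant (log2 fold change 0.48) and *STL1* did not differ significantly (-0.11). The blots are given as ratios to *ENO1*, and on that unit *STL1* was at 74.8% of the wild type and *GRE2* at 110%, with overlapping libraries for both. With libraries scaled to *ENO1*, *STL1* was significantly lower (-0.42) and *GRE2* did not differ significantly (0.14). *STL1* was also significantly lower under library totals alone (-0.31).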

Other observations

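The tests of the stretch of chromosome XII, of genes with no unique sequence and of the trend on gene length by library, with the term for library numbers and outside the osmo-induced genes were chosen only after the result was seen.

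The near absence of *ASP3* reads in the mutant extends over a stretch of chromosome XII from 469317 to 489341 of R64 (20025 bp). Of the genes in the stretch with no sequence of 50 bases outside it and at least 5 counts in each unstressed wild type library, 8 of 8 had at most 3 counts in each unstressed mutant library. To the left, *RNH203* (447982 to 448314) did not differ (log2 fold change -0.23, standard error 0.16, adjusted p = 0.906 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). To the right, *MAS1* (491866 to 493254) did not differ (0.03, standard error 0.10, adjusted p = 0.997 from the same test). *TAR1* (454696 to 455070), which no unique read of 50 bases can overlap, lies between *RNH203* and the stretch. A candidate explanation is loss of this stretch in the mutant strain, independent of the Spt4 mutation. Genes in the stretch that also occur elsewhere in the genome say nothing about it, and DNA was not analysed here.

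Other genes lower in the unstressed mutant include *PHO84*, *SPL2*, *PHO11* (log2 fold change -1.33), *PHO12* (-1.39) and *VTC3* (-1.07), and *YRO2* (-1.74), *HSP12* (-1.96), *HXK1* (-1.27), *YGP1* (-1.45), *GPH1* (-1.02) and *HOR7* (-1.14). *PHO11* and *PHO12* have under 50% of their 50-base stretches at 1 place only. *PHO84* also differed upon osmostress, with 40 normalized CPM in the wild type and 1.69 in the mutant. The paper does not name these genes, and no explanation was tested. They include genes outside the naming rule, chosen after their values were seen.

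*HSP30*, chosen after its values were seen, had 991 counts in replicate 2 of the stressed mutant and 135 and 126 in the other two replicates. *HIS3* had between 304 and 1011 counts in every library.

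Longer osmo-induced genes had a more negative difference in response (Spearman's rho -0.326 across 1034 genes, permutation p = 1e-05, the smallest these permutations can give, adjusted 2e-05 over 2 tests). Genes are not independent replicates. The partial rho given mean expression and wild type response was -0.434. For GC content rho was 0.133 (permutation p = 3e-05, adjusted 3e-05). The paper reports lower expression of a long reporter gene in the mutant (Fig 6B), another experiment. A dependence confined to osmo-induced genes is argued against by rho of -0.369 in the 4692 genes outside that set. In the stressed mutant, the differences of replicates 1 and 2 from replicate 3 correlated with length by rho of -0.54 and -0.445. Every other pair of libraries of one group had a rho from -0.239 to 0.244. A length bias between the stressed mutant libraries is thus a candidate explanation. The rho by stressed mutant library was -0.371, -0.378 and -0.109, and with a term for the 2 libraries numbered apart it was -0.101, so a bias of those libraries and an effect of the mutation cannot be told apart, with 1 library left in the group.

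The 40 elongation factors of S1 Fig had a median difference in response of -0.427, with 9 significantly negative over all genes tested and 4 significant when adjusted over the list alone. Gene length was not taken into account for this list. Over all genes tested, longer genes had a more negative difference in response (Spearman's rho -0.336).

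Relative to *ENO1*, the loading control of the Northern blots, the stressed mutant had 74.8% of the wild type level of *STL1*, 49.8% of *CTT1*, 42.8% of *ALD3* and 110% of *GRE2*. Under TMM these were 92.6%, 62.2%, 53.0% and 140%. The libraries of the strains did not overlap for *CTT1* and *ALD3*, where an exact permutation test of 3 against 3 cannot give a p under 0.1.

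Of the genes in R64, 90 cannot hold a read of 50 bases that is unique in the genome and overlaps the gene, and 35 of those have at least 1000 counts over the 12 libraries. They hold 737189 of 189829646 counts. Unique reads that reach into sequence beside the gene are thus not the source of these counts, and values of such genes are uncertain.

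For the comparisons of 2 groups there are 10 splits of the 6 libraries. In each of the wild type response, the mutant response, the strains without stress and the strains upon osmostress, 1 of the 10 splits, the real one, gave as many genes. With 3 libraries against 3 the share cannot be under 0.1, so this test decides nothing.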
